# Perinuclear assembly of vimentin intermediate filaments induces cancer cell nuclear dysmorphia

**DOI:** 10.1016/j.jbc.2024.107981

**Published:** 2024-11-13

**Authors:** Ke-Wei Pan, Hong-Chen Chen

**Keywords:** vimentin, lamin, nuclear dysmorphia, EMT, DNA damage, genome instability

## Abstract

Nuclear dysmorphia, characterized by crumpled or lobulated polymorphic nuclear shapes, has been used as an index for the malignant grades of certain cancers. The expression of vimentin, a type-III intermediate filament protein, is a hallmark of the epithelial-to-mesenchymal transition. However, it remains unclear whether vimentin is involved in cancer cell nuclear dysmorphia. In this study, we found that vimentin intermediate filaments (VIFs) frequently accumulated at the concave of dysmorphic nucleus in breast cancer MDA-MB-231 cells. Depletion of vimentin apparently restored the nuclear shape of the cells, which was devastated by re-expression of vimentin, but not its assembly-defective Y117D mutant. Depletion of plectin, a cytoskeletal linker, partially prevented the perinuclear accumulation of VIFs and concomitantly restored the nuclear shape of the cells. In addition, depletion of vimentin in lung cancer A549 cells largely prevented nuclear dysmorphia during the epithelial-to-mesenchymal transition induced by TGFβ. Moreover, we found that VIF-mediated nuclear dysmorphia led to defects in DNA repair. Together, our results unveil a novel role of VIFs in cancer cell nuclear dysmorphia, which is associated with genome instability.

The mammalian cell nucleus usually exhibits as a spheroid or ellipsoid shape. However, some cancer cells display crumpled or lobulated polymorphic nuclear shapes, termed nuclear dysmorphia. Nuclear dysmorphia has been applied to clinical diagnosis for malignant grades of certain cancers (1). Since nuclear architecture is mainly supported by the nuclear lamina, a meshwork structure near the inner nuclear membrane, the rigidity of the nuclear lamina is thought to be critical for maintenance of nuclear shape (2). The nuclear lamina is composed of lamins (type V intermediate filament proteins) and nuclear membrane-associated proteins (3). Its integrity and rigidity can be affected by expression, post-translational modification, and mutation of lamins. Downregulation of lamin A has been shown to cause nuclear deformation in lung and breast cancer cells (4, 5). In most cases, phosphorylation of lamins at specific serine and tyrosine residues has an adverse effect on their assembly (6, 7, 8). The mutations in the *LMNA* gene cause a group of rare genetic disorders collectively called laminopathies (9). The cells derived from laminopathy patients display defects in the nuclear lamina organization and nuclear dysmorphia (10, 11).

Decreased rigidity of the nuclear lamina caused by defects in the nuclear lamina organization can render the nucleus susceptible to deformation by mechanical forces that directly apply to the nucleus. The forces that affect nuclear shape can arise from both outside and inside the nucleus. Outside the nucleus, the unrestrained actomyosin-mediated contractility was reported to drive cancer cell nuclear dysmorphia (12). Inside the nucleus, chromatin compaction *via* increased heterochromatin confers rigidity to the nucleus (13).

The defects in nuclear lamina organization can induce mislocalization and/or downregulation of DNA repair proteins, such as ATR and 53BP1, leading to genome instability (7, 14, 15, 16, 17). Therefore, nuclear dysmorphia is associated with defects in DNA repair and genome instability (18). Severe nuclear dysmorphia can even cause nuclear envelope rupture and micronuclei (12, 19). In addition, nuclear dysmorphia is one of the characteristic events during the epithelial-to-mesenchymal transition (EMT) (20), a process by which epithelial cells lose their cell polarity and cell-cell adhesion, and gain mesenchymal cell phenotypes, including enhanced migratory and invasive properties (21). Recently, nuclear dysmorphia was found to be concomitant with increased DNA damage and micronuclei during the EMT induced by transforming growth factor β (TGFβ) (7).

Vimentin, a type III intermediate filament protein, is mainly expressed in mesenchymal cells and its expression serves as a marker for EMT (22, 23). It was shown to be required for tumor progression and metastasis in a mouse model of non-small cell lung cancer (24). Vimentin intermediate filaments (VIFs) have been shown to play important roles in cell integrity, cell adhesion, cell motility, and invasion (25, 26, 27, 28, 29, 30). VIFs help to support cell motility *by* conferring viscoelastic characteristics to the cells during EMT (31). Besides, the VIF dynamics regulated by Src-mediated phosphorylation at Tyr117 is important for cell motility upon growth factor stimulation (32).

VIFs are indirectly linked to the nucleus through other cytoskeletal linkers and nuclear envelope proteins (33, 34). For example, plectin, a giant cytoskeletal linker that is associated and/or directly bound with the subcomponents of all three major cytoskeletons, has been reported to link VIFs to the nucleus (34, 35, 36). VIFs are involved in the formation of nuclear blebs and grooves in mouse embryonic fibroblasts (37). More recently, VIFs were found to regulate nuclear segmentation in neutrophils (38). However, it remains unexplored whether VIFs contribute to nuclear dysmorphia during EMT. Here, our study unveils the important role of VIFs in cancer cell nuclear dysmorphia and genome instability. We showed that the expression, assembly, and perinuclear accumulation of vimentin is necessary for it to induce nuclear dysmorphia and defects in DNA repair.

## Results

### Vimentin intermediate filaments often accumulate at the concave of dysmorphic nucleus in MDA-MB-231 cells

The human breast cancer MDA-MB-231 cell line with a high ratio of nuclear dysmorphia was employed to study the mechanism of cancer cell nuclear dysmorphia. The nuclear shape was visualized by immunofluorescence staining for the nuclear lamina. Approximately 80% of MDA-MB-231 cells exhibited nuclear dysmorphia, characterized by crumpled (∼60%) or lobulated (∼20%) polymorphic nuclear shapes (Fig. 1*A*). Our criteria for a crumpled nucleus are: (i) a nucleus has only one concave with an angle ≦160° or (ii) a nucleus has two or more concaves with all angles between 90° and 160°. Instead, a nucleus that has two or more concaves with any of the angles ≦90° is defined as a lobulated nucleus (Fig. 1*B*). As expected, the nuclear circularity (4π x area/perimeter^2^) was inversely correlated with the severity of nuclear dysmorphia (Fig. 1*A*). The fluorescence intensities of lamin A and lamin B1 were not significantly different between normal and dysmorphic nuclei, suggesting that nuclear dysmorphia is less likely to result from aberrant expressions of lamin A and lamin B1 (Fig. 1, *A* and *C*). Interestingly, VIFs were frequently found to accumulate at the concave of the dysmorphic nucleus in MDA-MB-231 cells (Fig. 1*D*).

**Figure 1:**
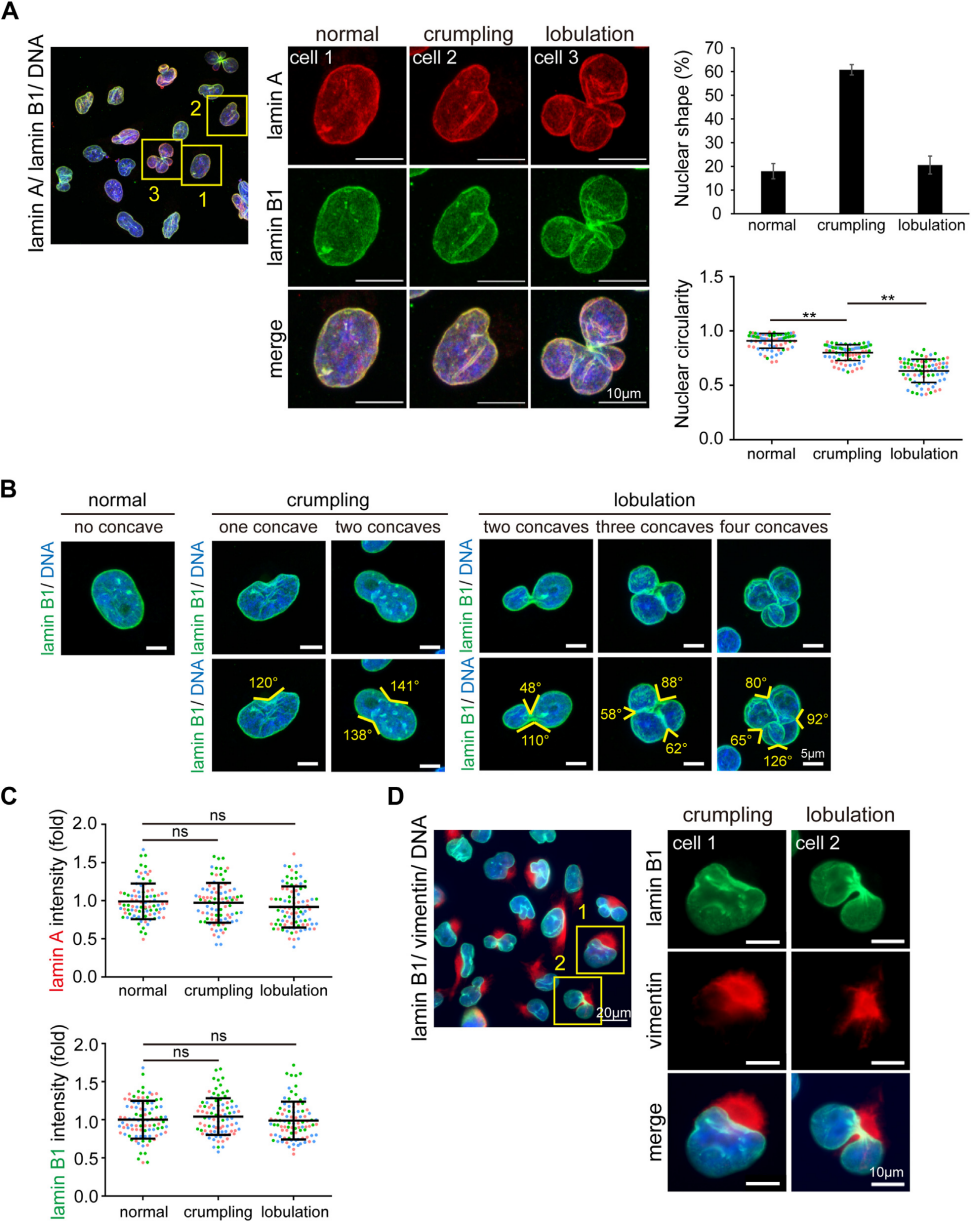
**Vimentin intermediate filaments frequently accumulate at the concave dysmorphic nucleus in MDA-MB-231 cells.***A*, MDA-MB-231 cells were stained for lamin A (*red*), lamin B1 (*green*), and DNA (*blue*). The immunofluorescence images were acquired using the Zeiss LSM880 confocal microscope imaging system. The insets respectively show normal, crumpled, and lobulated nuclei. Scale bars, 10 μm. The percentage of the cells with a normal, crumpled, or lobulated nucleus was measured (n ≥ 641). The nuclear circularity (4π x area/perimeter^2^) of the cells with a normal, crumpled, or lobulated nucleus was determined, respectively (n ≥ 100). *B*, MDA-MB-231 cells were stained for lamin B1 (*green*) and DNA (*blue*). The images were acquired using Zeiss LSM880 confocal microscope imaging system and the angles of the nuclear concaves were measured using the Zeiss ZEN2 software. Representative images are shown. Scale bars, 5 μm. *C*, the fluorescence intensities of lamin A and lamin B1 in normal, crumpled, and lobulated nuclei were measured (n ≥ 182) and expressed as –fold relative to the normal nucleus. *D*, MDA-MB-231 cells were stained for lamin B1 (*green*), vimentin (*red*), and DNA (*blue*). The images were acquired using Zeiss Apotome2 microscope imaging system. Representative images are shown. The insets show perinuclear accumulation of VIFs on crumpled and lobulated nuclei. Data information: In *A* and *C*, values (means ± SD) were from three independent experiments. ∗∗*p* < 0.01. ns, not significant.

### The expression of vimentin is required and sufficient for nuclear dysmorphia in some cancer cell lines

To examine the role of vimentin in nuclear dysmorphia, the vimentin gene was knocked out in MDA-MB-231 cells by the CRISPR/Cas9 system (Figs. 2*A* and S1). The depletion of vimentin apparently (∼75%) restored the nuclear shape of MDA-MB-231 cells, which was devastated by the reexpression of FLAG epitope-tagged vimentin (FLAG-vimentin) (Fig. 2*B*). To further confirm the role of vimentin in cancer cell nuclear dysmorphia, vimentin gene was knocked out in human pancreatic cancer PANC1 cells, ∼55% of which exhibited nuclear dysmorphia (Fig. S2). Similarly, vimentin gene knockout in PANC1 cells also significantly restored their nuclear shape (Fig. S2). Moreover, to examine whether vimentin is sufficient to induce nuclear dysmorphia, breast cancer MCF7 cells that do not express endogenous vimentin and exhibit normal nuclear shape were employed. The ectopic expression of FLAG-vimentin caused nuclear dysmorphia in ∼30% of the cells (Fig. 2, *C* and *D*). These results together indicate that vimentin is required and sufficient for nuclear dysmorphia at least in some cancer cells.

**Figure 2:**
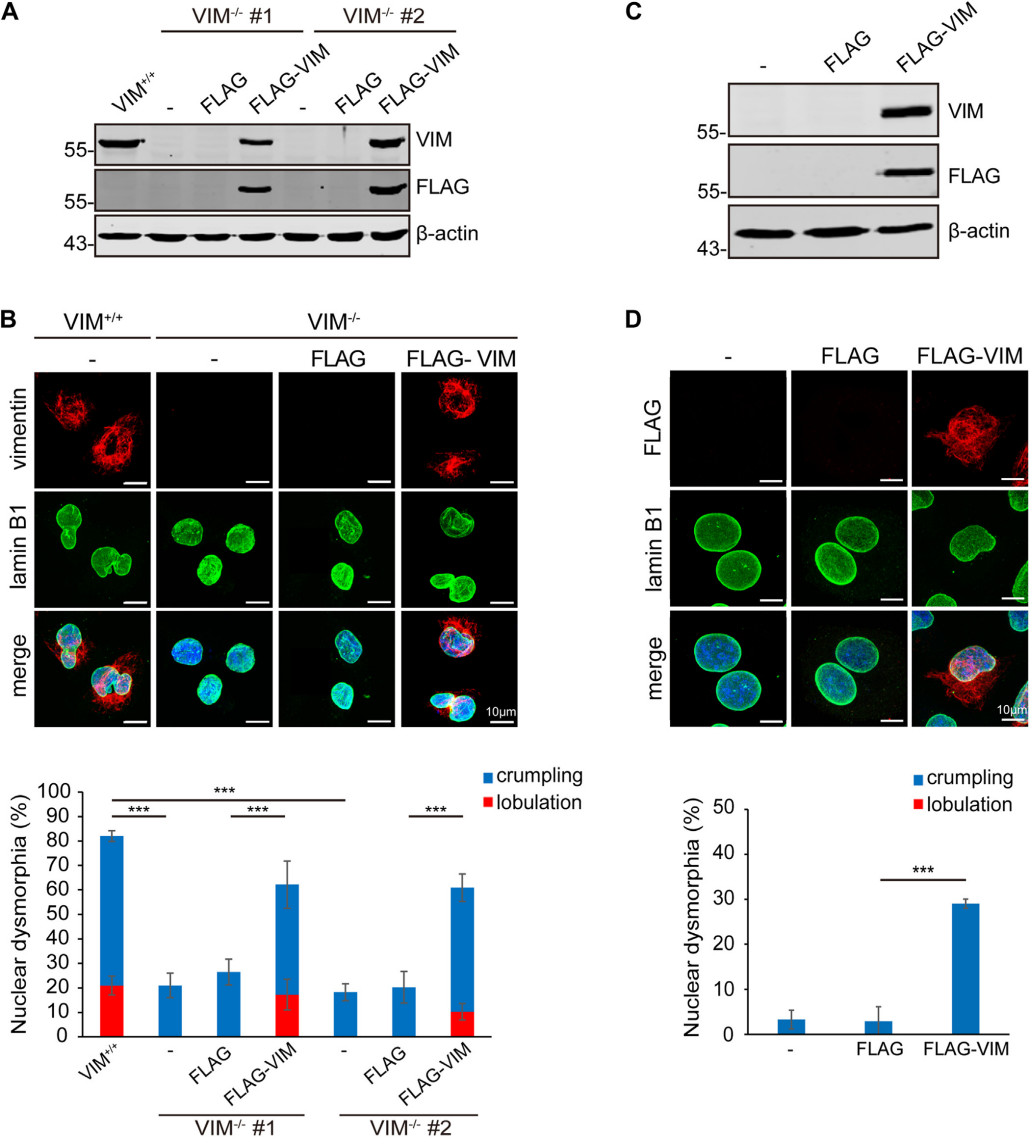
**The expression of vimentin is required and sufficient for nuclear dysmorphia in breast cancer cell lines.***A*, vimentin gene was edited in MDA-MB-231 cells using the CRISPR/Cas9 system. Two vimentin-deficient cell clones (VIM^−/−^ #1 and #2) were established and transiently transfected with the plasmid encoding FLAG-vimentin or the control vector for 24 h. An equal amount of whole cell lysates from parental MDA-MB-231 cells (VIM^+/+^) and the VIM^−/−^ cells was analyzed by immunoblotting with antibodies as indicated. *B*, the cells as described in (*A*) were stained for vimentin (*red*), lamin B1 (*green*), and DNA (*blue*). Representative images are shown. Scale bars, 10 μm. The percentage of crumpled or lobulated nucleus in MDA-MB-231 cells VIM^+/+^ and the VIM^−/−^ cells transiently expressing FLAG-vimentin was measured (n ≥ 231). *C*, MCF7 cells were transiently transfected with the plasmid encoding FLAG-vimentin or the control vector for 24 h. An equal amount of whole cell lysates was analyzed by immunoblotting with antibodies as indicated. *D*, The cells as described in (*C*) were stained for FLAG (*red*), lamin B1 (*green*), and DNA (*blue*). Representative images are shown. Scale bars, 10 μm. The percentage of crumpled or lobulated nucleus in MCF7 cells and those transiently expressing FLAG-vimentin was measured (n ≥ 208). Data information: In *B* and *D*, values (means ± SD) were from three independent experiments. ∗∗∗*p* < 0.001.

MDA-MB-231 cells retain the expression of keratins eight and 18. We found that depletion of keratins 8 or 18 by the small hairpin RNA (shRNA) approach did not affect the extent of nuclear dysmorphia in MDA-MD-231 cells (Fig. S3). Moreover, keratin 8 gene knockout by the CRISPR-Cas9 approach did not affect the extent of nuclear dysmorphia in MDA-MD-231 cells (Fig. S4). Therefore, the nuclear dysmorphia of MDA-MD-231 cells is not attributed to keratin intermediate filaments.

### The assembly of vimentin into filaments is necessary for it to induce nuclear dysmorphia

To examine whether the assembly of vimentin is necessary for it to induce nuclear dysmorphia, the assembly-deficient Y117D mutant of vimentin was employed. The Tyr117 of vimentin is known to serve as the phosphorylation site for Src kinase and the phosphomimetic Y117D mutant fails to assemble into filaments (32). The expression of mCherry fluorescent protein fused-vimentin (mCherry-vimentin) Y117D mutant into vimentin-depleted (VIM^−/−^) MDA-MB-231 cells mainly exhibited as particle-like structures and had little effect on the nuclear shape of the cells (Fig. 3, *A*–*C*), while both mCherry-vimentin WT and the Y117F mutant caused nuclear dysmorphia in MDA-MB-231 VIM^−/−^ cells, to the extent similar to that in their control counterpart cells (VIM^+/+^) (Fig. 3, *A*–*C*). Likewise, in MCF7 cells, the ectopic expression of mCherry-vimentin Y117D mutant had much less capability to induce nuclear dysmorphia than mCherry-vimentin WT and Y117F mutant did (Fig. S5). Moreover, it is known that the assembly of vimentin is affected by its phosphorylation at Ser39 and Ser72 (39, 40). Unlike the Y117D mutant, the phosphomimetic S39D and S72D mutants retained some capability to assemble into filaments (Fig. 3, *D* and *E*). Our results showed that the capability of mCherry-vimentin S39D and S72D mutant to induce nuclear dysmorphia in MDA-MB-231 VIM^−/−^ cells was slightly weaker than mCherry-vimentin WT, but much stronger than the Y117D mutant (Fig. 3, *E* and *F*). These results suggest that the assembly of vimentin is important for it to induce nuclear dysmorphia. It is worth noting that mCherry-vimentin also induced a morphological change of MCF7 cells from cuboidal to mesenchymal cell shape (Fig. S6), as described previously (26, 30).

**Figure 3:**
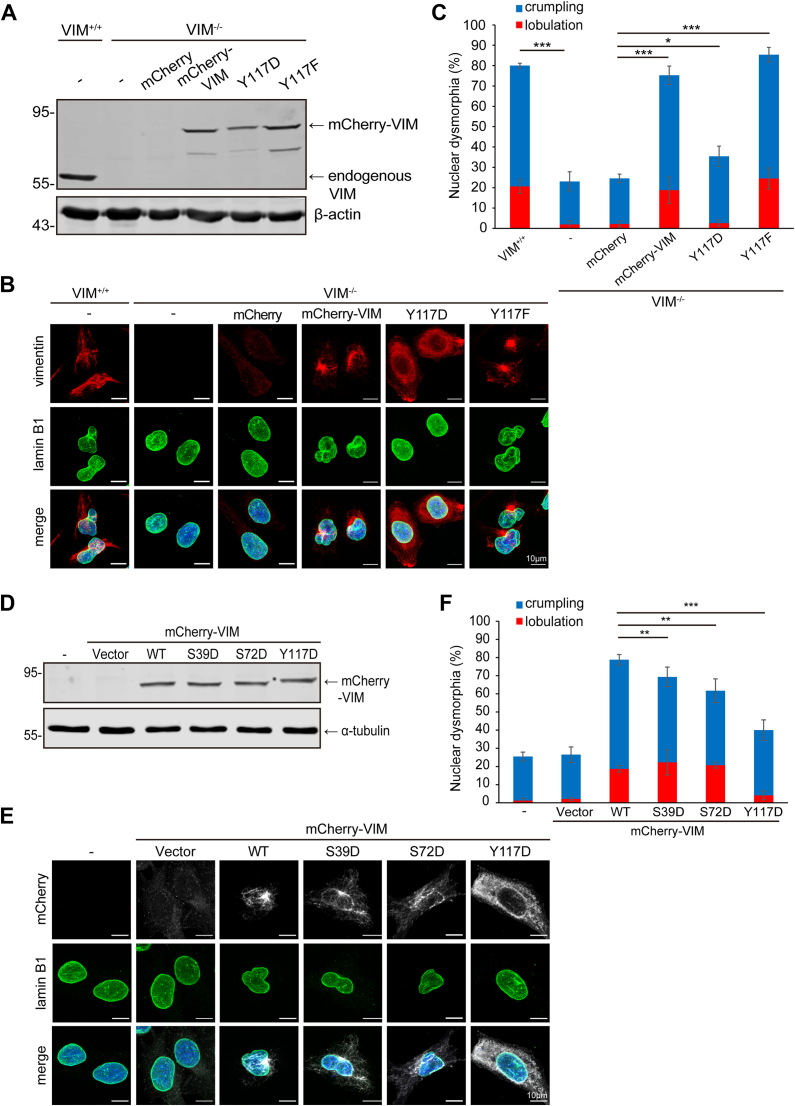
**The assembly of vimentin is necessary for nuclear dysmorphia in MDA-MB-231 cells.***A*, MDA-MB-231 VIM^−/−^ cells were infected by the lentiviruses expressing mCherry, mCherry-vimentin, or mCherry-vimentin Y117 mutants for 24 h and selected with neomycin (1 μg/ml) for 5 days. An equal amount of whole cell lysates from VIM^+/+^ cells, VIM^−/−^ cells, and those expressing mCherry or mCherry-vimentin was analyzed by immunoblotting with antibodies as indicated. *B* and *C*, The cells were stained with antibodies specific to vimentin (*red*), lamin B1 (*green*), and DAPI for DNA (*blue*). Representative images are shown. Scale bars, 10 μm. The percentage of crumpled or lobulated nucleus in the cells was measured (n ≥ 323). *D*, MDA-MB-231 VIM^−/−^ cells were transiently transfected with the plasmids encoding mCherry, mCherry-vimentin wild-type (WT), and the mutants (S39D, S72D, and Y117D) for 24 h. An equal amount of whole cell lysates was analyzed by immunoblotting with antibodies as indicated. *E* and *F*, The cells as described in (*D*) were stained with antibodies specific to vimentin (*white*), lamin B1 (*green*), and DAPI for DNA (*blue*). Representative images are shown. Scale bars, 10 μm. The percentage of dysmorphic nucleus in the MDA-MB-231 VIM^−/−^ cells transiently expressing mCherry or mCherry-vimentin was measured (n ≥ 216). Data information: In *C* and *F*, values (means ± SD) were from three independent experiments. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### Plectin-mediated perinuclear accumulation of VIFs is important for nuclear dysmorphia in MDA-MB-231 cells

It is known that VIFs are indirectly linked to the nucleus through plectin (34, 35, 36). Indeed, we found that VIFs were largely colocalized with plectin at the concave of the dysmorphic nucleus in MDA-MB-231 cells (Fig. 4*A*), raising a possibility that the nuclear dysmorphia may result from compression by perinuclear VIFs. To examine this possibility, plectin was depleted by shRNAs specific to plectin in MDA-MB-231 cells (Fig. S7*A*). The shRNA-mediated depletion of plectin partially prevented the perinuclear accumulation of VIFs (Fig. S7, *B* and *C*) and restored ∼35% of the dysmorphic nuclei to their normal shape (Fig. S7*D*). To further confirm this, the plectin gene was knocked out by the CRISPR/Cas9 system in MDA-MB-231 cells (Figs. 4, *A* and *B*; S8). Compared to the shRNA-mediated approach, the depletion of plectin by the gene knockout approach was more apparently prevented the perinuclear accumulation of VIFs and restored the nuclear shape of MDA-MB-231 cells (Fig. 4, *C* and *D*). These results suggest that plectin-mediated perinuclear accumulation of VIFs may cause cancer cell nuclear dysmorphia.

**Figure 4:**
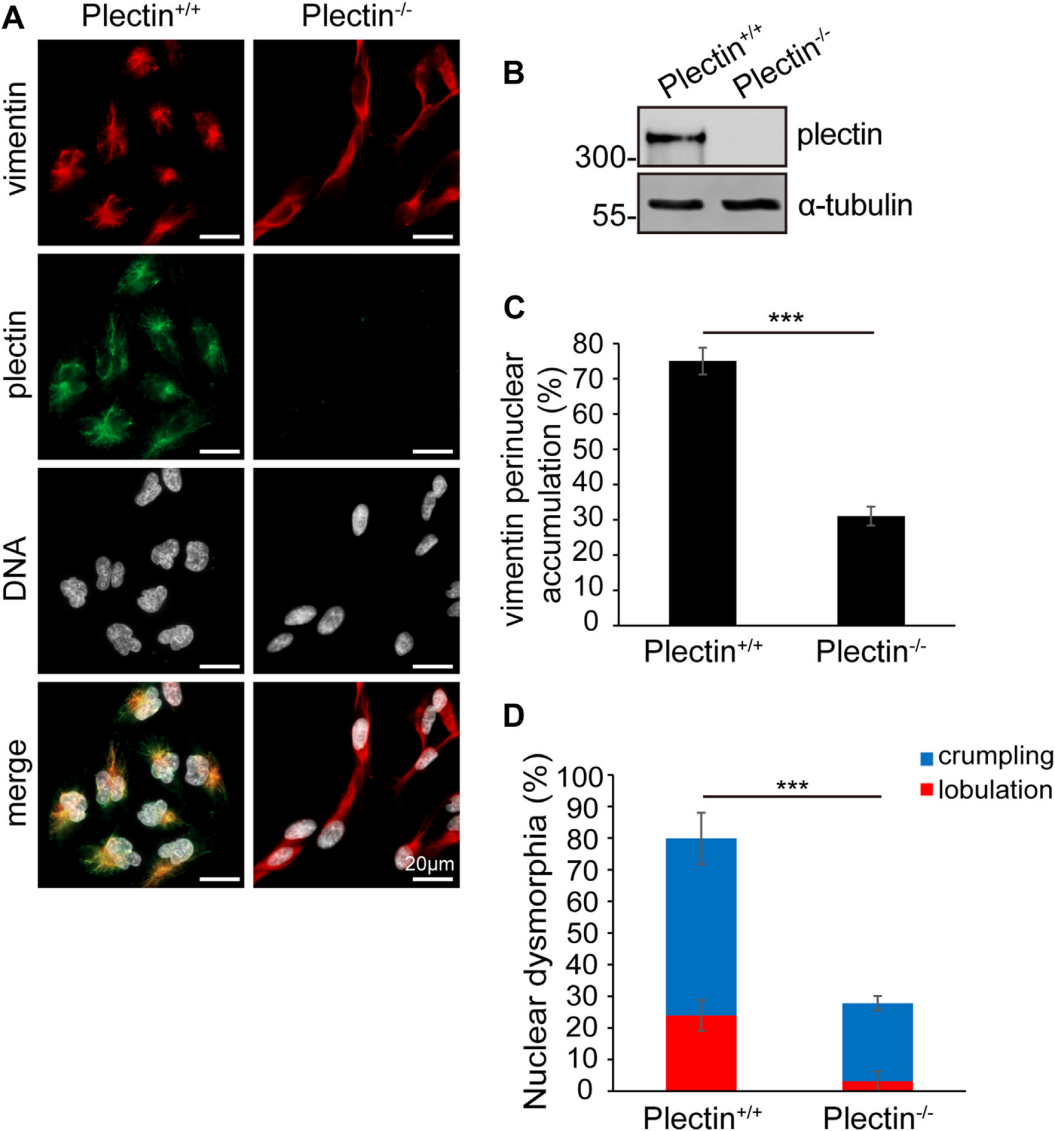
**The perinuclear accumulation of VIFs is important for nuclear dysmorphia in MDA-MB-231 cells.***A*, MDA-MB-231 cells deficient in plectin expression (plectin^−/−^) were established using the CRISPR/Cas9 system. MDA-MB-231 Plectin^+/+^ cells and Plectin^−/−^ cells were stained for vimentin (red), plectin (green) and DNA (blue). Scale bars, 20 μm. *B*, an equal amount of whole cell lysates was analyzed by immunoblotting with antibodies as indicated. *C*, the percentage of the cells with VIF perinuclear accumulation was measured (n ≥ 543). The distribution of VIFs within a 25 × 25 μm perinuclear area is defined as perinuclear accumulation. *D*, the percentage of the cells with a crumpled or lobulated nucleus was measured (n ≥ 389). Data information: In *C* and *D*, values (means ± SD) were from three independent experiments. ∗∗∗*p* < 0.001.

### F-actin, microtubule, or heterochromatin is not involved in nuclear dysmorphia of MDA-MB-231 cells

Our experiments to this point demonstrate that the perinuclear accumulation of VIFs is important for nuclear dysmorphia in MDA-MB-231 cells, but it is not clear whether other factors are also involved in this regard. The unrestrained actomyosin-mediated contractility was reported to induce nuclear dysmorphia (12). However, the treatment of MDA-MB-231 cells with the F-actin depolymerization agent cytochalasin D, the myosin ATPase inhibitor blebbistatin, the Rho-associated kinase (ROCK) inhibitor Y-27632, or the myosin light-chain kinase (MLCK) inhibitor ML-7 did not restore their nuclear shape (Fig. S9*A*). In addition, microtubule was also reported to control nuclear shape (41), yet the treatment of MDA-MB-231 cells with the microtubule polymerization inhibitor nocodazole did not have any effect on their nuclear shape (Fig. S9*B*). Furthermore, the content of heterochromatin and euchromatin has been shown to be involved in nuclear deformation (13). To measure the content of heterochromatin, an antibody specific to the tri-methylation of lysine 27 on histone H3 protein (H3K27me3), a facultative heterochromatin marker (42), was used for immunofluorescence staining. As expected, the treatment of MDA-MB-231 cells with the broad histone methyltransferase inhibitor 3-Deazaneplanocin-A (DZNep) decreased their content of heterochromatin but did not affect the ratio of the nuclear dysmorphia of MDA-MB-231 cells (Fig. S9*C*). These results together suggest that the nuclear dysmorphia of MDA-MB-231 cells is less likely caused by mechanical forces generated by the F-actin and microtubule cytoskeleton or facultative heterochromatin.

### VIFs are involved in nuclear dysmorphia during EMT

The expression of vimentin is a hallmark of EMT, which is known to be important for cancer cell migration and invasion (22, 23, 24). However, it is not clear whether VIFs are involved in nuclear dysmorphia during EMT. To examine this possibility, vimentin gene was knocked out in human lung cancer A549 cells, which has been wildly used as an *in vitro* model for TGFβ-induced EMT (7, 43, 44, 45). The depletion of vimentin did not affect TGFβ-induced activation of Smad 3 (Fig. 5*A*), a core transcription factor involved in the TGFβ signaling (46). In addition, the depletion of vimentin did not affect some characteristic events during EMT, including increased expression of fibronectin and N-cadherin and the suppression of E-cadherin (Fig. 5*B*). However, TGFβ stimulation increased the expression of vimentin and thereby their perinuclear accumulation, concomitant with increased nuclear dysmorphia (Fig. 5*C*). The depletion of vimentin largely prevented TGFβ from inducing nuclear dysmorphia in A549 cells (Fig. 5*C*). These results support that the increased expression and assembly of vimentin is involved in nuclear dysmorphia during EMT.

**Figure 5:**
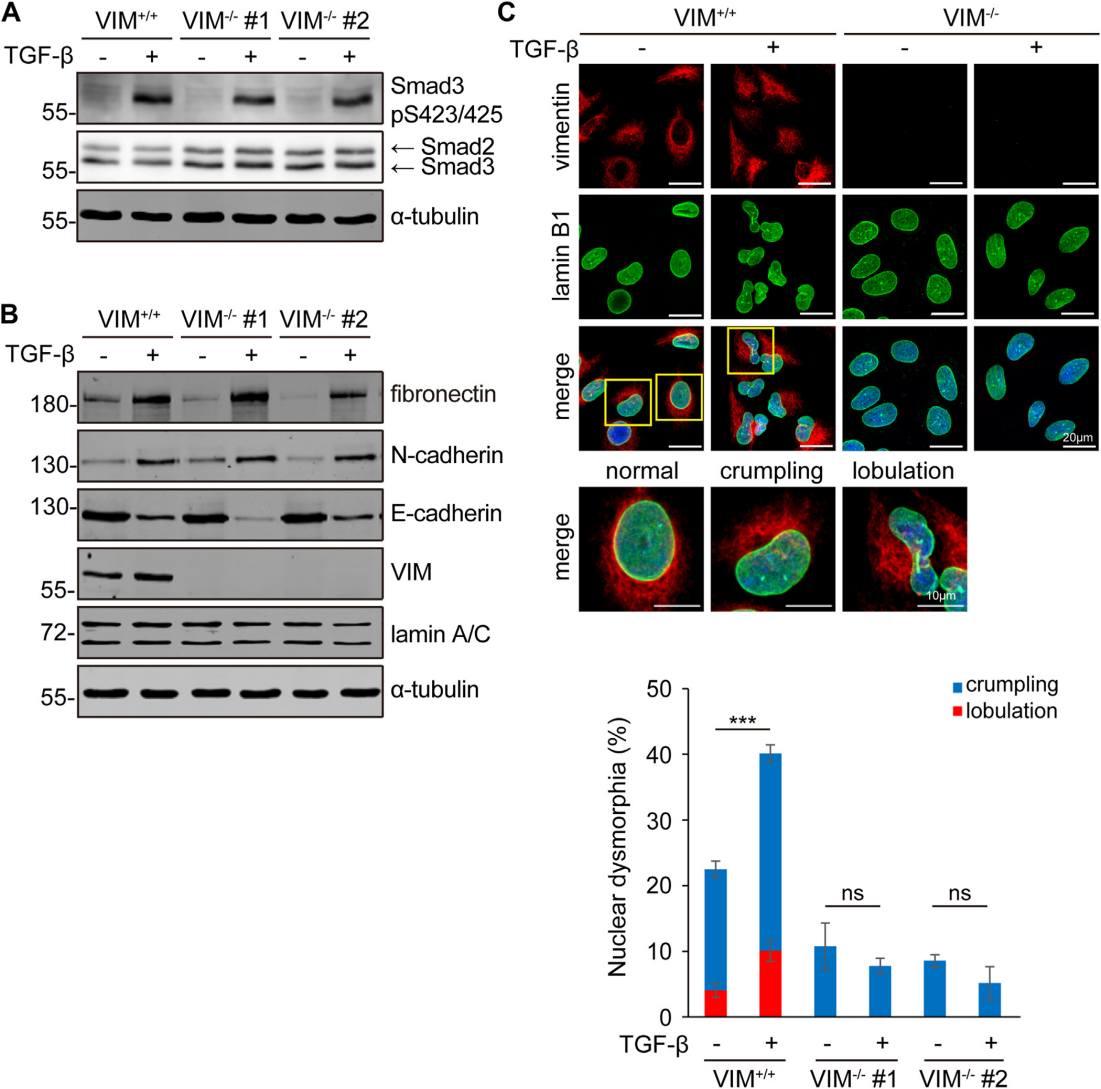
**VIFs are necessary for nuclear dysmorphia during TGFβ-induced EMT.***A* and *B*, Vimentin gene was edited in A549 cells using the CRISPR/Cas9 system. Two vimentin-deficient cell clones (VIM^−/−^ #1 and #2) were established. A549 VIM^+/+^ and VIM^−/−^ cells were treated with (+) or without (−) TGFβ (5 ng/ml) for 1 h (*A*) or 48 h (*B*) and then lyzed. An equal amount of whole cell lysates was analyzed by the immunoblotting with antibodies as indicated. *C*, The A549 cells were treated with TGFβ for 48 h and stained for vimentin (*red*), lamin B1 (*green*), and DNA (*blue*). The percentage of the cells with a crumpled or lobulated nucleus was measured (n ≥ 320). Values (means ± SD) were from three independent experiments. ∗∗∗*p* < 0.001.

### VIF-mediated nuclear dysmorphia is associated with genome instability

Nuclear dysmorphia has been shown to be associated with genome instability (7, 12). To examine whether this is the case for VIF-mediated nuclear dysmorphia, the extent of DNA damage was measured by immunofluorescence staining for γH2AX, a molecular marker for DNA damage (47). We found that the intensity of γH2AX in MDA-MB-231 VIM^−/−^ cells was significantly lower than that in their control counterparts (Fig. 6*A*). The re-expression of mCherry-vimentin, but not the Y117D mutant, into MDA-MB-231 VIM^−/−^ cells devastated their nuclear shape, accompanied by increased γH2AX (Fig. 6*A*). In A549 cells, TGFβ induced nuclear dysmorphia and increased γH2AX, which was suppressed by the depletion of vimentin (Fig. 6*B*). In MCF7 cells, nuclear dysmorphia caused by ectopic expression of vimentin also led to increased γH2AX (Fig. S10). Like γH2AX, the intensity of 53BP1, a key mediator involved in DNA double-strand break repair (48), was correlated with vimentin expression and nuclear dysmorphia in MDA-MB-231 cells (Fig. 7*A*). In addition, we noted that ∼10% of MDA-MB-231 cells contained micronuclei, which was significantly decreased by vimentin depletion (Fig. 7*B*).

**Figure 6:**
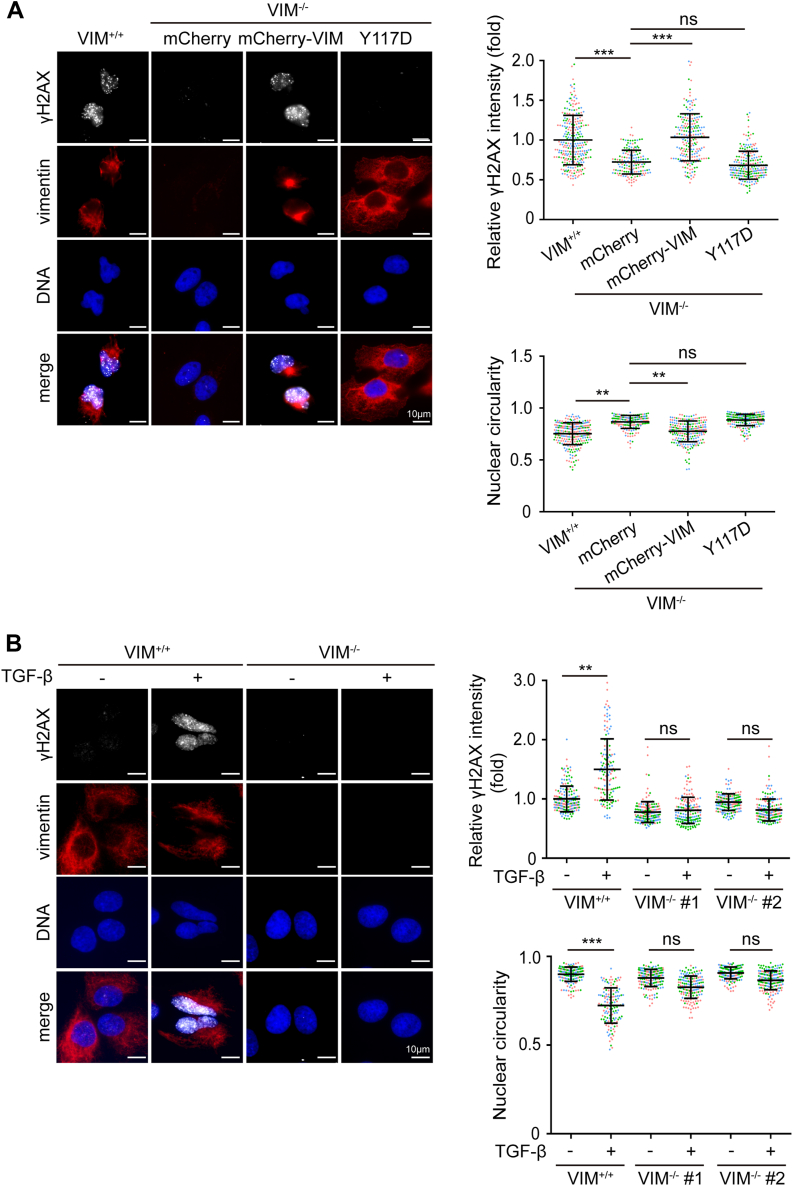
**VIF-induced nuclear dysmorphia is associated with increased DNA damage.***A*, MDA-MB-231 VIM^−/−^ cells were infected by the lentiviruses expressing mCherry, mCherry-vimentin, or the Y117D mutant for 24 h and selected with neomycin for 5 days. The cells were stained for γH2AX (*white*), mCherry-vimentin (*red*), and DNA (*blue*). Representative images are shown. Scale bars, 10 μm. The fluorescence intensity of γH2AX was measured (n ≥ 230) and expressed as –fold relative to the control MDA-MB-231 VIM^+/+^ cells. The nuclear circularity of the cells was determined (n ≥ 230). *B*, A549 VIM^+/+^ and VIM^−/−^ cells were treated with (+) or without (−) TGFβ for 48 h. The cells were stained for γH2AX (*white*), vimentin (*red*), and DNA (*blue*). Representative images are shown. Scale bars, 10 μm. The fluorescence intensity of γH2AX was measured (n ≥ 172) and expressed as –fold relative to the A549 VIM^+/+^ without TGFβ treatment. The nuclear circularity of the cells was determined (n ≥ 172). Data information: values (means ± SD) were from three independent experiments. ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

**Figure 7:**
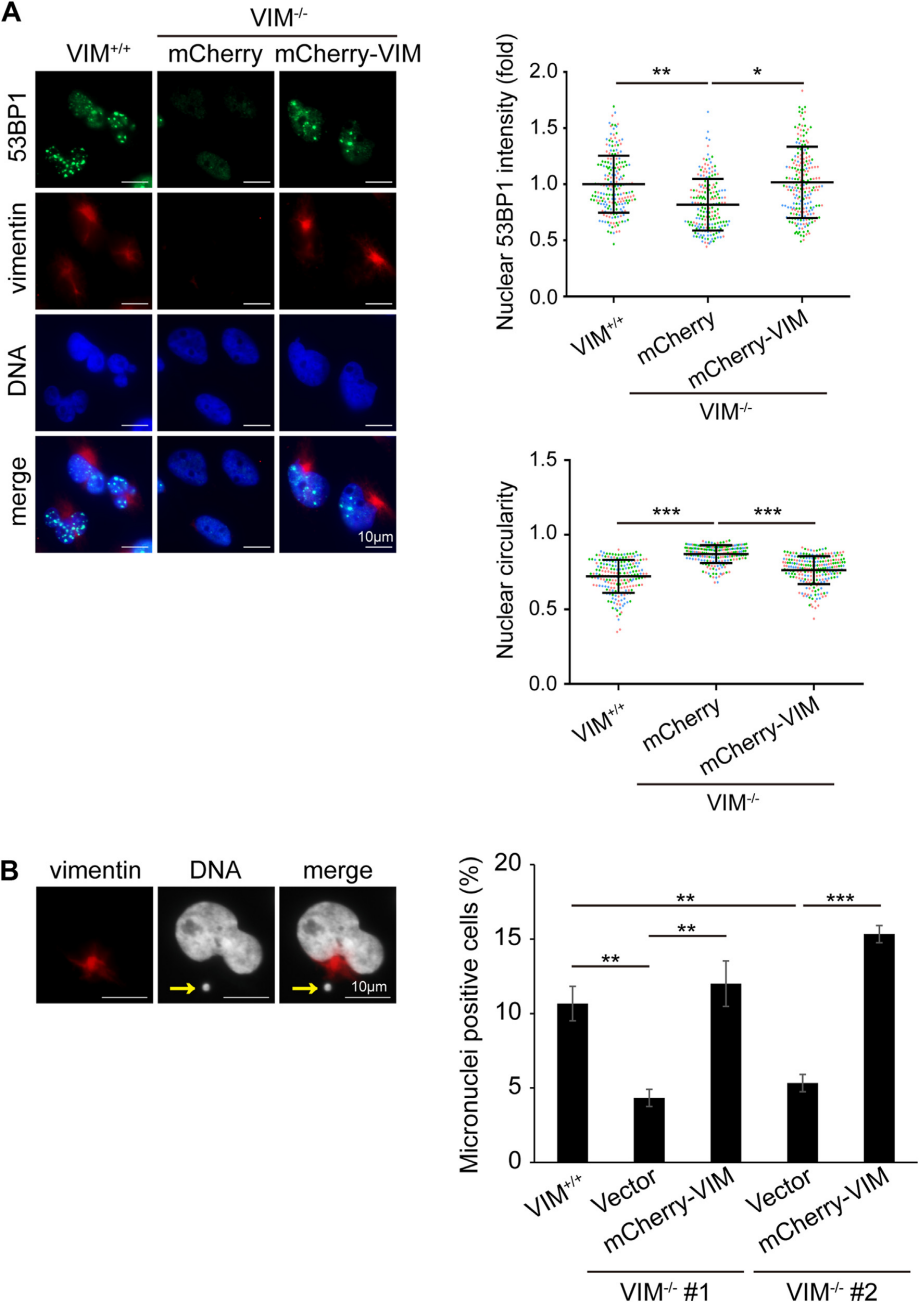
**VIF-mediated nuclear dysmorphia is associated with increased 53BP1 and micronuclei in MDA-MB-231 cells.***A*, MDA-MB-231 VIM^−/−^ cells were infected with the lentiviruses expressing mCherry (vector) or mCherry-vimentin for 24 h and selected with neomycin for 5 days. The cells were stained for 53BP1 (*green*), vimentin (*red*), and DNA (*blue*). Scale bars, 10 μm. The fluorescence intensity of 53BP1 was measured (n ≥ 204) and expressed as –fold relative to the control MDA-MB-231 VIM^+/+^ cells. The nuclear circularity (4π x area/perimeter^2^) of the cells was determined (n ≥ 204). *B*, two vimentin-deficient MDA-MB-231 cell clones (VIM^−/−^ #1 and #2) were transiently transfected with the plasmids encoding mCherry and mCherry-vimentin for 24 h and stained for vimentin (*red*), and DNA (*white*). Scale bars, 10 μm. The arrows indicate micronucleus. The percentage of the transfection-positive cells with micronuclei (size > 1 μm) was measured (n ≥ 329). Values (means ± SD) were from three independent experiments. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

To examine whether the transcription of certain DNA repair genes are affected by VIFs in MDA-MB-231 cells, we carried out RNA-sequencing analysis for MDA-MB-231 VIM^+/+^ and VIM^−/−^ cells and found that the transcript levels of XRCC5/Ku80 and DCLRE1B are higher in VIM^−/−^ cells (Fig. S11*A*). Both XRCC5/Ku80 and DCLRE1B are known to be involved in DNA repair (38, 49). 

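MDA-MB-231 is a triple-negative human breast cancer line with a mesenchymal form, and the VIM-/- cells were derived from it by CRISPR/Cas9 editing of the vimentin gene and growth from a single cell. VIM, the edited gene (ENSG00000026025, chromosome 10 of GRCh38 from 17228259 to 17237593), fell from a normalized count of 32953 ± 1607 (SD, n = 3) in VIM+/+ cells to 1741 ± 259.9 (SD, n = 3) in VIM-/- cells. This is a log2 fold change of -4.24 (standard error 0.173, adjusted p = 3.05e-05 from edgeR's quasi-likelihood test), and each VIM-/- library lay below each VIM+/+ library. VIM shares 24.4% of its exonic bases with VIM-AS1 on the opposite strand, and whether the counting used strand is not given in the sources used here. Of 14823 genes tested, 474 were higher and 592 were lower in VIM-/- cells at an adjusted p under 0.05, and 13757 did not pass. With the replicate number as a block, 980 were higher and 1639 lower, among them all 1066 genes of the fit without it. The blocked fit shares its spread mostly over all genes. Its calls therefore follow the size of a change more than the agreement of a gene's own replicates. Without VIM-/- replicate 1, the library that deviated most from its group, 1324 were higher and 1774 lower. Without 1 of the other libraries the numbers higher and lower were 250 and 217 (VIM+/+ replicate 1), 324 and 340 (VIM+/+ replicate 2), 264 and 251 (VIM+/+ replicate 3), 468 and 493 (VIM-/- replicate 2) and 298 and 260 (VIM-/- replicate 3).
The data are mRNA sequencing of 3 VIM+/+ and 3 VIM-/- samples as read pairs. The authors deposited raw counts per gene and FPKM for 58884 Ensembl genes. Total counts were 33490563, 23447744 and 23727001 in VIM+/+ replicates 1, 2 and 3 and 22289494, 21621526 and 28733476 in VIM-/- replicates 1, 2 and 3. The paper names HISAT2 with NCBI36 (hg18), while the submitters' processing notes name GRCh38 (hg38). Of the gene identifiers, 58611 are in GENCODE release 29 of GRCh38, and the gene lengths implied by counts and FPKM equal the exon lengths of that release for 22922 of 30694 genes (74.7%), so coordinates are given here on GRCh38. The paper gives TRIzol for RNA extraction and the sample labels give a column kit. The labels do not say which VIM-/- clone was sequenced. No source says that the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical. Counts were scaled by TMM, genes with low counts were removed by edgeR's filter, and the paper itself used DESeq2.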

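XRCC5 encodes Ku80, which binds the ends of broken DNA, and DCLRE1B encodes Apollo, an exonuclease of crosslink repair and telomere protection. Both had higher mean transcript levels in VIM-/- cells, XRCC5 by 1.24-fold and DCLRE1B by 1.26-fold, and neither passed an adjusted p of 0.05. XRCC5 (ENSG00000079246) lies on the plus strand of chromosome 2 of GRCh38 from 216107464 to 216206303. Its normalized count was 15649 ± 583 (SD, n = 3) in VIM+/+ cells and 19344 ± 806 (SD, n = 3) in VIM-/- cells. The log2 fold change was 0.31 (standard error 0.127, unadjusted p = 0.0407, or 0.0572 with the replicate block, adjusted p = 0.231 over all genes tested, edgeR). DCLRE1B (ENSG00000118655) lies on the plus strand of chromosome 1 from 113905141 to 113914086. Its normalized count was 1008 ± 57.4 (SD, n = 3) in VIM+/+ cells and 1273 ± 149 (SD, n = 3) in VIM-/- cells. Its log2 fold change was 0.34 (standard error 0.173, unadjusted p = 0.0845, adjusted p = 0.343, edgeR). For both genes every VIM-/- library lay above every VIM+/+ library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The 81 tested genes within 10 Mb of XRCC5 had a median log2 fold change of 0.12, and the 113 within 10 Mb of DCLRE1B one of 0.10. With the replicate block together with a correction for each library's trend on GC content and gene length, an alternative chosen after seeing the data, the adjusted p was 0.0215 for XRCC5 and 0.0196 for DCLRE1B, and with the block but without VIM-/- replicate 1 it was 0.00581 and 0.0405, out of ranges of 0.00581 to 0.594 and 0.0196 to 0.677 over all alternatives. In counts simulated for this comparison, edgeR recovered 0 of 50 genes changed 1.25-fold, 2 of 50 changed 1.5-fold, 9 of 50 changed 2-fold and 46 of 50 changed 4-fold. The simulation changed far fewer genes than the 1066 called here, which makes an adjusted p of 0.05 harder to reach. Recovery in the real data may therefore be higher.

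**Figure D1:**
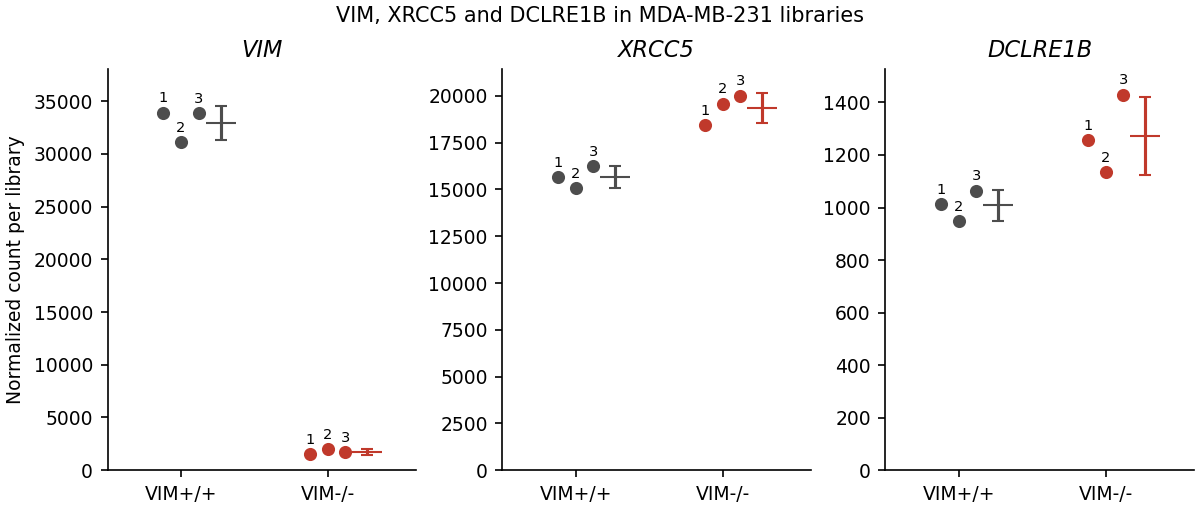
Normalized counts of VIM, XRCC5 and DCLRE1B (vertical axes, starting at 0) in each VIM+/+ library (gray) and each VIM-/- library (red), with replicate numbers above the points and the mean and SD beside them. XRCC5 ranged from 15066 to 16232 in VIM+/+ and from 18447 to 20009 in VIM-/- libraries, and DCLRE1B from 949 to 1063 and from 1134 to 1430.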

The increased mRNAs of XRCC5/Ku and DCLRE1B in VIM^−/−^ cells were further validated by quantitative real-time polymerase chain reaction (PCR) (Fig. S11*B*). These results support that VIF-mediated nuclear dysmorphia can induce downregulation of DNA repair proteins and cause defects in the DNA repair mechanism, leading to genome instability.

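Few DNA repair transcripts passed the threshold between VIM-/- and VIM+/+ cells. Of all 14823 genes tested 1066 passed, a larger share. In simulated counts with fewer changed genes this comparison missed most changes of 2-fold or less. That limit is not particular to repair genes, and few calls do not mean that few transcripts differ. On 7 lists of repair and damage signalling genes, 169 distinct genes were tested, and 118 had a higher and 51 a lower mean in VIM-/- cells. Among the 11865 genes placed on chromosomes with a mean normalized count of at least 50, 55.0% were higher. The median log2 fold change of all genes tested was 0.0258. NEIL3, a DNA glycosylase that acts on oxidized bases, was higher, with a normalized count of 569 in VIM+/+ and 1243 in VIM-/- cells (log2 fold change 1.13, standard error 0.265, adjusted p = 0.0403 from edgeR). WEE1, the kinase that holds back entry into mitosis, was lower, with 1978 and 1189 (log2 fold change -0.74, standard error 0.158, adjusted p = 0.0276 from edgeR). None of the other genes passed the threshold. None of the lists held a second gene past it, and 5 lists held none, namely non-homologous end joining (18 genes tested, median log2 fold change 0.12), homologous recombination (39 genes, 0.20), interstrand crosslink repair (25 genes, 0.11), nucleotide excision repair (24 genes, 0.11) and mismatch repair (19 genes, 0.20). Base excision repair, which includes NEIL3, had a median of 0.13 over 23 genes, and DNA damage signalling, which includes WEE1, one of 0.18 over 29 genes. At an unadjusted p under 0.05, edgeR gave 11 genes higher and 5 lower, and DESeq2 gave 1 higher and 2 lower at an adjusted p under 0.05. Adjusted over the list alone, WEE1 passed in its list and no gene passed in the other 6. With the replicate block, 5 genes were higher and 5 lower. Neither call held throughout, since NEIL3 did not pass with library totals only (adjusted p = 0.0524), with at least 10 counts in every sample (0.0606) or with limma on FPKM (0.0949 to 0.218), and WEE1 did not pass with limma without a filter (0.0768) or with GC and length correction (0.0883). Under alternatives chosen after seeing the data the numbers were 16 higher and 6 lower with GC and length correction, WEE1 not among them, 38 and 13 with this and the block, and 44 and 16 with the block without VIM-/- replicate 1. As sets, none of the lists passed camera, limma's test of a gene list against all other genes (adjusted p from 0.156 to 0.660, and 0.801 at the lowest with an estimated correlation). NEIL3 lies in a part of chromosome 4 (170 to 190 Mb) whose 39 genes with a mean normalized count of at least 50 had a median log2 fold change of 0.79. WEE1 lies in a part of chromosome 11 (0 to 20 Mb) whose 131 such genes had a median of -0.54. Without any 1 of VIM+/+ replicates 1, 2 and 3 or VIM-/- replicate 3, neither gene passed (0 higher and 0 lower), without VIM-/- replicate 2 NEIL3 did not (adjusted p from 0.0688 to 0.183 over these 5 for NEIL3, and from 0.112 to 0.157 over 4 for WEE1), and without VIM-/- replicate 1 there were 18 genes higher and 7 lower. Camera then called homologous recombination (adjusted p = 0.00300) and mismatch repair (0.0419) as higher, and without VIM-/- replicate 2 base excision repair (0.0438). These calls were lost with an estimated correlation (adjusted p = 0.889 for the former lists and 0.841 for the latter). In that form camera called no list in any fit, so the losses say little on these lists. From the higher XRCC5 and DCLRE1B transcripts in cells without vimentin, seen by sequencing and by quantitative PCR, and its results on DNA damage, the paper proposes that nuclear dysmorphia driven by vimentin filaments can lower DNA repair proteins and so impair repair and the stability of the genome.

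**Figure D2:**
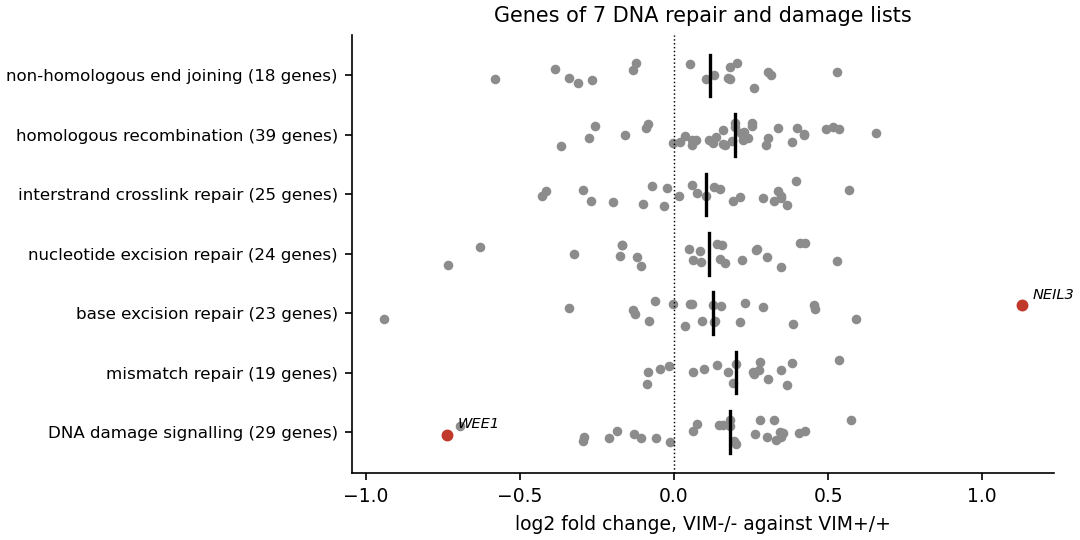
Log2 fold changes (VIM-/- against VIM+/+, horizontal axis) of the tested genes on 7 lists of DNA repair and damage signalling genes, 1 point per gene, spread vertically at random within a list. Red points are NEIL3 and WEE1, which passed an adjusted p of 0.05, gray points did not pass, and black bars are list medians, which ran from 0.11 to 0.20.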

## Discussion

Nuclear dysmorphia has been shown to be associated with the malignancy of certain tumors. However, its underlying mechanism and biological significance in tumorigenesis remain elusive. In the present study, we show that VIFs are crucial for nuclear dysmorphia in breast cancer MDA-MB-231 cells (Fig, 2, *A* and *B*) and pancreatic cancer PANC1 cells (Fig. S2). In addition, VIFs are necessary for nuclear dysmorphia during TGFβ-induced EMT in lung cancer A549 cells (Fig. 5). Moreover, ectopic expression of vimentin is sufficient to induce nuclear dysmorphia in breast cancer MCF7 cells (Figs. 2, *C* and *D*; S5 and S6). Therefore, our results in this study support that VIFs play an important role in cancer cell nuclear dysmorphia, at least, in some cancer cells. To the best of our knowledge, this is the first report to claim VIFs with a role in cancer cell nuclear dysmorphia. Actually, the role of VIFs in nuclear deformation has been reported in other types of cells. For example, VIFs are involved in the formation of nuclear blebs and grooves in mouse embryonic fibroblasts (37) and regulate nuclear segmentation in neutrophils (50). However, VIFs may also play a protective role against severe nuclear deformation and nuclear rupture under certain circumstances. In mouse embryonic fibroblasts, VIFs can form a cage-like network structure (51) and protect against nuclear rupture and DNA damage during migration through small pores (52). Nevertheless, such a cage-like structure of VIFs was not observed in the cancer cell lines employed in this study.

It is worth noting that ectopic expression of vimentin did not always induce nuclear dysmorphia in the cell lines we examined (data not shown). This suggests that the rigidity of the nuclear lamina by itself may be the most critical factor for nuclear shape. Only when the rigidity of the nuclear lamina is reduced to a certain extent, the nuclear shape can be affected by mechanical forces that directly apply to the nucleus. The rigidity of the nuclear lamina is mainly dependent on its structural integrity, which can be affected by the expression level, post-translational modification, and mutation of lamins. Recently, it was reported that upon TGFβ stimulation, AKT2 is activated and directly phosphorylates lamin A mainly at Ser390 (7). The increased phosphorylation of lamin A at Ser390 has an adverse effect on lamin A assembly, leading to a “relaxed” nuclear lamina. In this study, we further demonstrate that TGFβ-induced VIFs may exert mechanical force on the nucleus and cause nuclear dysmorphia during TGFβ-induced EMT (Fig. 5). Besides, it is already known that the laminopathy-associated nuclear dysmorphia results from *LMNA* gene mutations, which lead to loss of the nuclear lamina integrity (11). But, what kind of mechanical forces directly apply to the nucleus to cause nuclear dysmorphia in the cells of patients with laminopathies remains unclear. It was reported that the cells derived from progeria patients (a severe type of laminopathy) have increased formation of actin filaments (10), rendering it possible that actomyosin-mediated contractility may cause nuclear dysmorphia in those progeria cells. Experiments are in progress to examine this possibility.

In this study, we show that perinuclear accumulation of VIFs is important for them to induce nuclear dysmorphia (Fig. 4). Since VIFs are the major type of cytoplasmic intermediate filaments expressed in cancer cells, their perinuclear accumulation could directly compress the nucleus and thereby cause its deformation, especially when the nuclear rigidity is reduced. It is not known whether other types of intermediate filaments have such a nucleus-deforming property similar to VIFs. In this study, we demonstrate that keratin intermediate filaments are not involved in nuclear dysmorphia in MDA-MB-231 cells (Figs. S3 and S4). Moreover, we found that plectin was apparently co-localized with VIFs at the perinuclear region of MDA-MB-231 cells (Fig. 4), supporting that plectin serves as a cytoskeletal linker mainly for the intermediate filaments (34). Since plectin has been shown to be overexpressed in some cancers (53, 54), it is possible that when cancer cells simultaneously overexpress both vimentin and plectin, they may have more VIFs accumulated at the perinuclear region and thereby tends to undergo nuclear dysmorphia. Although high expression of vimentin is associated with poor recurrence-free survival of breast cancer patients (Fig. S12), it is unclear whether simultaneous high expression of both vimentin and plectin leads to a worse scenario.

Previous reports indicate that nuclear dysmorphia is often accompanied by mis-localization or degradation of DNA repair proteins, leading to genome instability. For example, deletion of lamin A leads to mis-localization of ATR (16, 17) and degradation of 53BP1 (14, 15). Likewise, TGFβ-induced nuclear dysmorphia also displays similar defects in ATR and 53BP1 (7). In this study, we found that VIF-induced nuclear dysmorphia is also associated with defects in DNA repair, manifested by increased levels of γH2AX and 53BP1 in the nucleus (Figs. 6 and 7), both of which serve as molecular markers for DNA double-strand breaks (47, 48). However, VIF-induced nuclear dysmorphia did not appear to cause the mis-localization of ATR in MDA-MB-231 cells. It may be simply because of the cell type-dependent effect, or it may raise an intriguing possibility that nuclear dysmorphia induced by different mechanisms may disturb DNA repair by affecting different DNA repair proteins. In this study, our results suggest that VIF-induced nuclear dysmorphia of MDA-MB-231 cells induces downregulation of XRCC5/Ku80 and DCLRE1B (Fig. S11). 

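XRCC6, which encodes the Ku70 subunit, had a higher mean transcript level in VIM-/- than in VIM+/+ MDA-MB-231 cells and did not pass an adjusted p of 0.05. After TMM scaling each of the VIM-/- libraries lay above each of the VIM+/+ libraries, the closest at 16935 against 16819. This separation rests on the TMM factors, 0.971 for VIM-/- replicate 2 and 1.01 for VIM+/+ replicate 3. With library totals alone the groups overlap. XRCC6 (ENSG00000196419) lies on the plus strand of chromosome 22 of GRCh38 from 41621119 to 41664048. Its normalized count was 15959.9 ± 968 (SD, n = 3) in VIM+/+ cells and 19101 ± 3108 (SD, n = 3) in VIM-/- cells. The larger SD came with VIM-/- replicate 1, at 22662, while VIM-/- replicates 2 and 3 were at 16935 and 17705 and VIM+/+ libraries at 14911 to 16819. The log2 fold change was 0.26 (standard error 0.156, adjusted p = 0.439 from edgeR) and 0.09 without VIM-/- replicate 1. The adjusted p was 0.0498 with the replicate block and the correction for GC content and gene length, out of a range of 0.0498 to 0.740 over the alternatives.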

XRCC5, also known as Ku80, together with XRCC6 (Ku70) constitutes the XRCC5/XRCC6 heterodimer (Ku80/Ku70), which is a DNA-dependent protein kinase complex (55, 56, 57). The XRCC5/XRCC6 dimer binds to DNA double-stranded break ends and serves as an essential component of DNA nonhomologous end-joining repair (38). The DCLRE1B gene encodes a DNA exonuclease involved in the repair of DNA interstrand crosslinks and DNA double-strand breaks, as well as in the stabilization of stalled replication forks and S-phase checkpoint activation. DCLRE1B is one of several evolutionarily conserved genes involved in the repair of interstrand cross-links (49). The work by (30) reported that the expression of vimentin in MCF7 cells alters their gene expression profiles, among which the expression of the MMS22L gene was decreased. MMS22L is the abbreviation for methyl methanesulfonate-sensitivity protein 22-like, which is crucial in protecting genome integrity during DNA replication by preventing DNA damage and maintaining efficient homologous recombination (58, 59).

Taken together, the scenario we proposed for cancer cell nuclear dysmorphia is that: (i) Decreased rigidity of the nuclear lamina caused by defects in the nuclear lamina organization (*e.g.* decreased expression, increased phosphorylation and/or mutation of lamins) can render the nucleus susceptible for deformation by mechanical forces that directly apply on the nucleus. (ii) The forces that affect nuclear shape can arise from both outside and inside the nucleus. Outside the nucleus, peri-nuclear accumulation of vimentin filaments can drive cancer cell nuclear dysmorphia. Inside the nucleus, chromatin compaction *via* increased heterochromatin can confer rigidity to the nucleus (7, 13). (iii) Nuclear dysmorphia may cause mis-localization and/or downregulation of certain DNA repair proteins, and thereby abrogate the DNA repair mechanism, leading to a loss of genome integrity.

VIFs have long been used as a hallmark of EMT. Extensive studies have already shown that VIFs are associated with tumor malignancy through their effects on cell integrity, cell adhesion, cell motility, and invasion (22, 23, 24). The present study unveils an important role of VIFs in cancer cell nuclear dysmorphia and genome instability, which further enhances our understanding of the spectrum of VIF’s biological effects as well as how VIFs contribute to tumorigenesis (Fig. 8). Other and our studies suggest that the strategies to inhibit vimentin’s expression, assembly, or perinuclear accumulation in cancer cells may ameliorate their malignancy.

**Figure 8:**
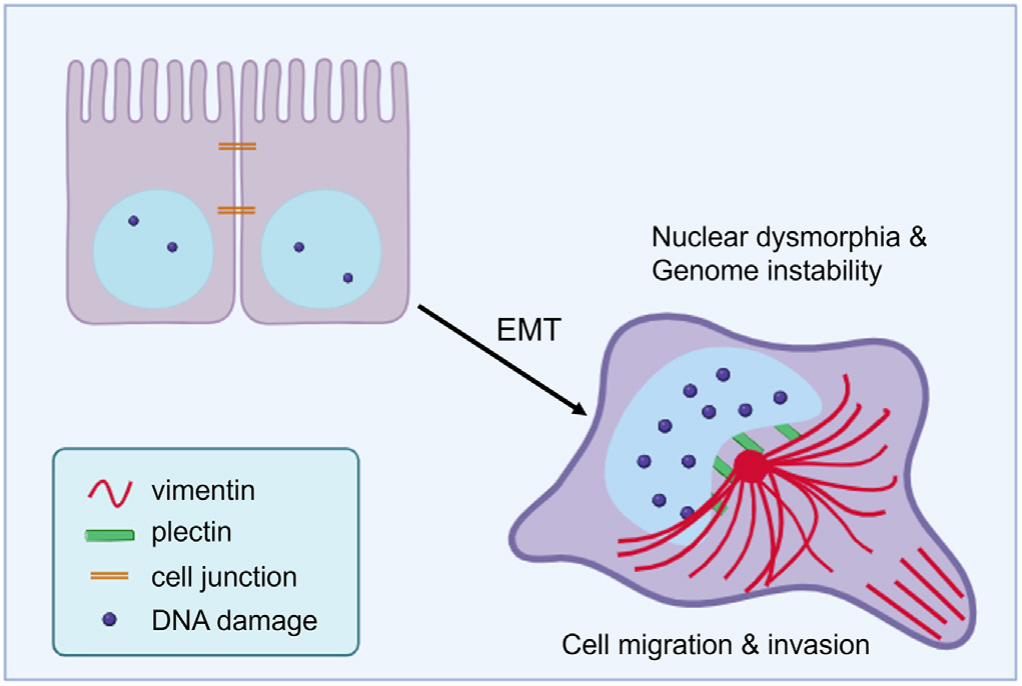
**The scheme depicts the role of vimentin in tumor progression.** Previous studies have shown that vimentin contributes to tumor progression through their effects on cell integrity, cell adhesion, cell motility, and invasion. The present study unveils an important role of vimentin in cancer cell nuclear dysmorphia and genome instability, which further enhances our understanding to the spectrum of vimentin’s biological effects as well as how VIFs contribute to tumorigenesis.

## Experimental procedures

### Antibodies and reagents

The mouse monoclonal anti-lamin A (clone 133A2) and rabbit polyclonal anti-lamin B1 anti-N-cadherin, and anti-lamin A/C pS392 antibodies were purchased from Abcam. The rabbit polyclonal anti-vimentin and anti-mCherry antibodies were purchased from GeneTex. The customized rabbit polyclonal anti-lamin A/C antibody was generated by GeneTex. The mouse monoclonal anti-vimentin (clone V9), anti-vimentin (clone VIM-13.2), anti-keratin 8 (clone M20), anti-keratin 18 (clone CY90), anti-α-tubulin (clone DM1A), anti-FLAG (clone M2), anti-β-actin (clone AC-15) and rabbit polyclonal anti-FLAG, anti-trimethyl-histone H3 (Lys27), and anti-fibronectin antibodies were purchased from Sigma-Aldrich. The mouse monoclonal anti-E-cadherin (clone 34) and anti-53BP1 (clone 19) antibodies were purchased from BD Biosciences. The mouse monoclonal anti-Smad2/3 (clone C-8) and anti-plectin (clone 10F6) antibodies were purchased from Santa Cruz Biotechnology. The rabbit polyclonal anti-Smad3 pS423/425 and phalloidin (conjugated with Alexa Fluor-488) were purchased from Invitrogen. The mouse monoclonal anti-H2AX pS139 (clone JBW301) and rabbit polyclonal anti-lamin A/C pS390 and anti-lamin A/C pS404 antibodies were purchased from Merck Millipore. The rabbit polyclonal anti-lamin A/C pS22 and rabbit monoclonal anti-STING (clone D2P2F) and anti-STING pS366 (clone E9A9K) antibodies were purchased from Cell Signaling Technology. Recombinant human TGFβ was purchased from R&D Systems. 3-Deazaneplanocin-A (DZNep) was purchased from Selleckchem. Cytochalasin D, blebbistatin, ML7, and nocodazole were purchased from Sigma-Aldrich.

### Plasmids

For FLAG-vimentin, the human vimentin cDNA was cloned into the pFLAG-CMV-5b plasmid using BamHI and EcoRI sites. The plasmids pmCherry-vimentin series (WT, S39D, S72D, Y117D, and Y117F) were described previously (32, 60).

### Cell culture and transfection

The human cell lines used in this study were obtained from the American Type Culture Collection and periodically examined for *mycoplasma* contamination. The cell lines including MDA-MB-231, PANC-1, MCF7, and HEK293T were cultured in DMEM medium supplemented with 10% FBS. A549 cells were cultured in RPMI1640 medium supplemented with 10% FBS. TGFβ (5 ng/ml) was used to induce EMT of A549 cells. The inhibitors including cytochalasin. D (150 nM), blebbistatin (25 μM), ML7 (50 μM), Y27632 (50 μM), nocodazole (10 uM), and DZNep (5 uM) were used as described in the figure legends. Lipofectamine 2000 (Invitrogen) was used to perform transient transfection.

### Lentivirus production and infection

The lentiviral expression system was provided by the National RNAi Core Facility, Academia Sinica, Taiwan. To produce the lentiviruses, HEK293T cells were co-transfected with 0.25 μg pMD.G, 2.25 μg pCMV-ΔR8.91, and 2.5 μg pLAS3w-pNeo-mCherry-vimentin, pLKO.1-puro-shPlectin, pLKO.1-puro-shVimentin, pLKO.1-puro-shKeratin 8, or pLKO.1-puro-shKeratin 18. The target sequences of shRNAs used in this study are: 5′-GCCTTCCATGTCGGCCTCTAA-3’ (shPlectin #1), 5′-CGATGAGGAGATGAACGAGAT-3’ (shPlectin #2), 5′-CCTCTTCGATGAGGAGATGAA-3’ (shPlectin #3), 5′-GCTAACTACCAAGACACTATT-3’ (shVimentin #1), 5′-GCAGGATGAGATTCAGAATAT-3’ (shVimentin #2), 5′-TCGAAGCAACATGGACAACAT-3’ (shKeratin 8 #1), 5′-GCAGCTATATGAAGAGGAGAT-3’ (shKeratin 8 #2), 5′-CAGATTGACAATGCCCGTCTT-3’ (shKeratin 18 #1), and 5′-GATGACACCAATATCACACGA-3’ (shKeratin 18 #2). After 3 days, the medium containing the viral particles was collected and stored at −80 °C. The cells were infected by lentiviruses for 24 h and selected with neomycin (1 μg/ml) or puromycin (2 μg/ml) for 5 days.

### CRISPR/Cas9-mediated gene editing and genotyping

Vimentin, plectin, and keratin 8 genes were edited by co-expression of Cas9 (Addgene plasmid #41815) and gRNA (Addgene plasmid #41824) containing the target sequences for vimentin (5′-GCTCCTCTGCCGTGCGC-3′), plectin (5′-GAAGAAAACCTTCACCAAGTGG-3′), or keratin 8 (5′-CACCTTCTCCACCAACTACCGG-3′). 

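The vimentin target sequence of 17 nt, GCTCCTCTGCCGTGCGC, matches the plus strand of chromosome 10 of GRCh38 from 17229613 to 17229629, by comparison with the VIM transcripts of GENCODE release 29. It lies in exon 2 of 10 of transcript ENST00000544301 (exon from 17229276 to 17229985) and wholly within the coding sequence, in the part that encodes the head domain of vimentin. It covers coding positions 191 to 207, which belong to codons 64 to 69 of a protein of 466 amino acids. Of the 10 annotated VIM transcripts, 6 contain it. The sequence from 17229583 to 17229659, with 30 nt on each side, is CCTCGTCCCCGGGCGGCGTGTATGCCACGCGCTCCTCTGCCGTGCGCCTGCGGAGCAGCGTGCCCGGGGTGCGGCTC. The 6 bases that follow the target sequence are CTGCGG, and the first NGG motif downstream, the type of motif that Cas9 of S. pyogenes needs, is CGG from 17229633 to 17229635, with 3 bases between it and the target sequence as printed.

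**Figure D3:**
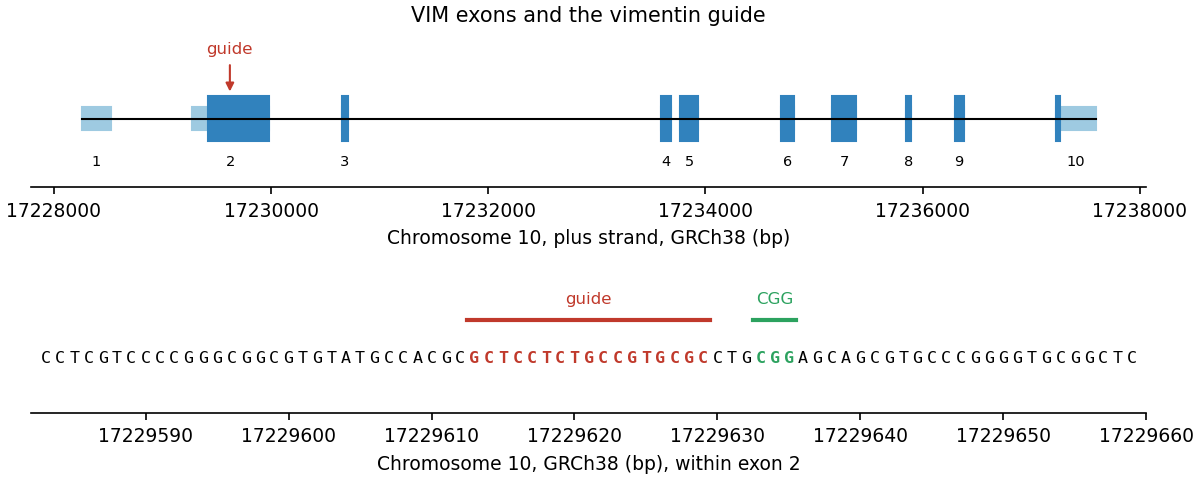
Map of the vimentin guide on chromosome 10 of GRCh38 (horizontal axes, bp). The upper panel shows the 10 exons of VIM, drawn to scale with coding parts dark and untranslated parts light, and the guide in exon 2, and the lower panel the sequence from 17229583 to 17229659 with the guide in red and the CGG motif in green.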

The cells deficient in vimentin or plectin were obtained through clonal propagation from a single cell. Individual clones were validated by immunofluorescence staining and immunoblotting. For genotyping, genomic DNA of the cells deficient in vimentin, plectin, or keratin 8 were extracted and then subjected to PCR with the following primers: 5′-CTGGATCCAGTCCTCTGCCACTCTCGCT-3′ (forward primer for vimentin), 5′-GAGAATTCTCGGCCAGCAGGATCTTATT-3′ (reverse primer for viemntin), 5′-TGGGATCCCAGGACCCTCCCATTTCCTC-3′ (forward primer for plectin) 5′-GGGAATTCCCACGGAGGCACCTACCTCT-3′ (reverse primer for plectin), 5′-TCGGATCCGAGTGGGCTCCAGGGTTGGA-3′ (forward primer for keratin 8), and 5′-GGGAATTCCCTTGTCTATGAAGGAGGCA-3′ (reverse primer for keratin 8). The PCR products were cloned and sequenced. The display of DNA sequences was acquired by the Vector NTI Advance 7.1 software.

### RNA sequencing

Total RNAs of MDA-MB-231 VIM^+/+^ and VIM^−/−^ cells were extracted by TRIzol reagent (Invitrogen). RNA purity and quantification were examined using SimpliNano - Biochrom Spectrophotometers (Biochrom). RNA degradation and integrity were monitored by Qsep 100 DNA/RNA Analyzer (BiOptic Inc). The extracted RNA was entrusted to Biotools Company (Taiwan) for library preparation and RNA sequencing. Sequencing libraries were generated using KAPA mRNA HyperPrep Kit (KAPA Biosystems, Roche) and high throughput sequencing was performed using Illumina NovaSeq6000 platform. The read pairs from MDA-MB-231 VIM^+/+^ and VIM^−/−^ cells were aligned to the reference genome (*Homo sapiens* genome assembly NCBI36, hg18) by the HISAT2 software. The differentially expressed genes analysis was performed using DESeq2. The human DNA repair genes were from the Molecular Signatures Database (MSigDB), a collection of annotated gene sets for use with Gene Set Enrichment Analysis (GSEA) software.

### Quantitative real-time PCR

Total RNA was extracted by the Quick-RNA MiniPrep kit (Zymo Research). The first strand cDNA was synthesized by the RevertAid First Strand cDNA Synthesis kit (Thermo Fisher Scientific). Quantitative real-time PCR was performed by using the SYBR Green PCR Master Mix (Bio-Rad Laboratories) with the primers and analyzed using the QuantStudio 3 Real-Time PCR system (Thermo Fisher Scientific). The primer sequences used in this study are: RPL19 (encoding ribosomal protein L19 as an internal control), 5′-GAAATCGCCAATGCCAACTC-3′ (sense) and 5′-TCCTTGGTCTTAGACCTGCG-3′ (antisense); XRCC5, 5′-GTGCGGTCGGGGAATAAGG-3′ (sense) and 5′-GGGGATTCTATACCAGGAATGGA-3′ (antisense); DCLRE1B, 5′-ACCTCTTGCATCGTCACCTAC-3′ (sense) and 5′-CTAGGGGTAATACATGGCTCTCA-3′ (antisense).

### Immunofluorescence staining, microscopy, and image analysis

Cells were fixed with phosphate-buffered saline containing 4% paraformaldehyde for 30 min, and subsequently permeabilized with 0.5% Triton X-100 for 15 min. The cells were stained with primary antibodies for 1 h and followed by incubation with Alexa Fluor 488- or 546-conjugated secondary antibodies or phalloidin for 1 h. Coverslips were mounted on the slides with Anti-Fade Dapi-Fluoromount-G (Southern Biotech). The images in Figures 1, *A* and *B*, 2, *B* and *D*, 3, *B* and *E*, 5*C*, S2*C*, S5*B*, S9, *A* and *B* were acquired using a Carl Zeiss LSM880 confocal microscope imaging system with Zeiss Plan-Apochromat 40x and 63x/NA 1.4 oil immersion objectives. The images in Figures 1*D*, 4*A*, 6, *A* and *B*, 7, *A* and *B*, S3*B*, S4*C*, S6, S7*B*, S9*C*, S10, *A* and *B* were acquired using a Carl Zeiss Apotome2 microscope system, equipped with Zeiss Plan-Apochromat 40x and 63x/NA 1.4 oil immersion objectives and a camera (ORCA-Flash4.0 V2; Hamamatsu). The representative images were cropped by Photoshop CS6 (Adobe) and assembled into figures by Illustrator CS6 (Adobe). The angle of concaves in Figure 1*B* and the fluorescence intensities in Figures 1, *A* and *C*, 6, *A* and *B*, 7*A*, S9*C*, S10, *A* and *B* were quantitated by the ZEN2 software (Carl Zeiss). To measure the perinuclear accumulation of VIFs in Figures 4*C* and S7*C*, the distribution of VIFs within a 25 × 25 μm perinuclear area was defined as perinuclear accumulation.

### Immunoblotting

Cells were lysed on ice in RIPA buffer (0.1% SDS, 1% sodium deoxycholate, 1% NP-40, 150 mM NaCl, 50 mM Tris-HCl, 1 mM EDTA, pH 7.4) and the protein concentration was measured by the Bradford protein assay reagent (Bio-Rad). The samples were subjected to SDS-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes. Membranes were incubated with the primary antibodies and subsequently with secondary antibodies conjugated to horseradish peroxidase or IR-780/680 iodide fluorescence dye, and then scanned by the luminescence imaging system (LAS-4000; Fujifilm) or the Odyssey CLx Imaging System (LI-COR Biosciences).

### Densitometric quantitation and statistics

Densitometric quantitation of the scanned images was performed using the NIH Image J software or Odyssey CLx Imaging System (LI-COR Biosciences). The two-tailed Student’s *t* test was used to determine whether the differences between experimental values were significant. *p* < 0.05 was considered statistically significant. The number of cells counted for each experiment and the number of experiments performed were described in the figure legends. Adobe Illustrator CS6 was used for preparing the figures.

## Data availability

The RNA sequencing data was deposited in the Gene Expression Omnibus (GEO) database under accession number GSE279178.

## Supporting information

This article contains supporting information.

## Conflict of interests

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Perinuclear assembly of vimentin intermediate filaments induces cancer cell nuclear dysmorphia
**Source:** J Biol Chem. 2024 Nov 13;300(12):107981. doi: 10.1016/j.jbc.2024.107981
**Supplement:** Supporting information

## Supplementary Information

### **Perinuclear assembly of vimentin intermediate filaments induces cancer cell nuclear dysmorphia**

Ke-Wei Pan<sup>1</sup> and Hong-Chen Chen<sup>1,2,3\*</sup>

#### **Content**

|                  |    |
|------------------|----|
| Figure S1 .....  | 2  |
| Figure S2 .....  | 3  |
| Figure S3 .....  | 4  |
| Figure S4 .....  | 5  |
| Figure S5 .....  | 6  |
| Figure S6 .....  | 7  |
| Figure S7 .....  | 8  |
| Figure S8 .....  | 9  |
| Figure S9 .....  | 10 |
| Figure S10 ..... | 11 |
| Figure S11 ..... | 12 |
| Figure S12 ..... | 13 |

## Supplementary Figures

Cell line: MDA-MB-231 VIM<sup>-/-</sup> #1

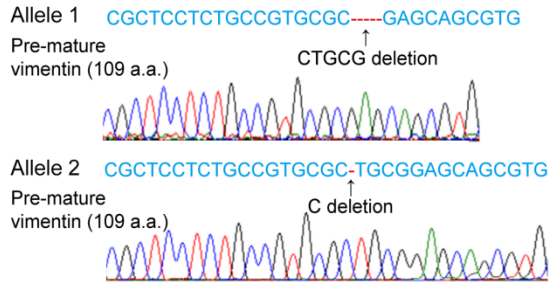

Cell line: MDA-MB-231 VIM<sup>-/-</sup> #2

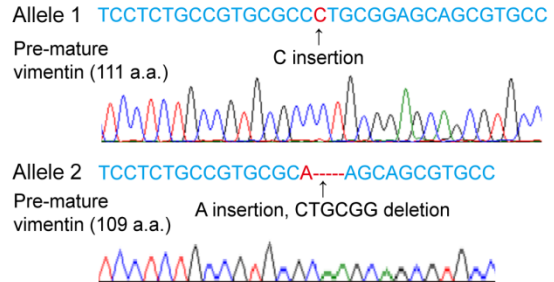

**Figure S1. Genotyping for MDA-MB-231 VIM<sup>-/-</sup> cells.** Vimentin gene was edited in MDA-MB-231 cells using the CRISPR/Cas9 system. Two vimentin-deficient cell clones (VIM<sup>-/-</sup> #1 and #2) were established. The target site of vimentin gRNA was analyzed by genotyping. For genotyping, the genomic DNA of the cells were extracted and then subjected to the polymerase chain reaction with the primers flanked the gRNA-target site. The products of the polymerase chain reaction were cloned and sequenced. The display of DNA sequences was acquired by the Vector NTI Advance 7.1 software. The edited sequences are shown in red.

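All 4 alleles shown for the VIM-/- clones start to differ from the reference just after the guide's last base, at 17229629 on chromosome 10 of GRCh38, or 1 base further. In clone 1, 1 allele lacks CTGCG, from 17229630 to 17229634, and the other lacks C at 17229630. In clone 2, 1 allele has a C inserted after 17229630, and in the other CTGCGG, from 17229630 to 17229635, is replaced by A. The net changes are losses of 5 and 1 nt in clone 1 and a gain of 1 nt and a loss of 5 nt in clone 2, none of which keeps the reading frame. Translated from the start codon of ENST00000544301, each allele keeps the first 69 amino acids of vimentin and goes on with 40, 40, 42 and 40 altered ones before a stop. The predicted products are therefore 109, 109, 111 and 109 amino acids long, against 466 in vimentin, lengths that match those printed in Fig. S1. Which of the clones was used for RNA sequencing is not given in the sources used here.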

A

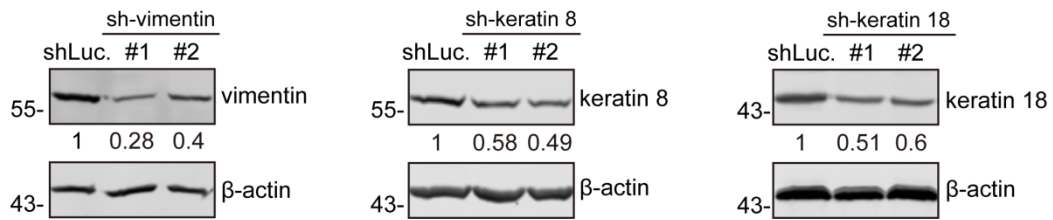

B

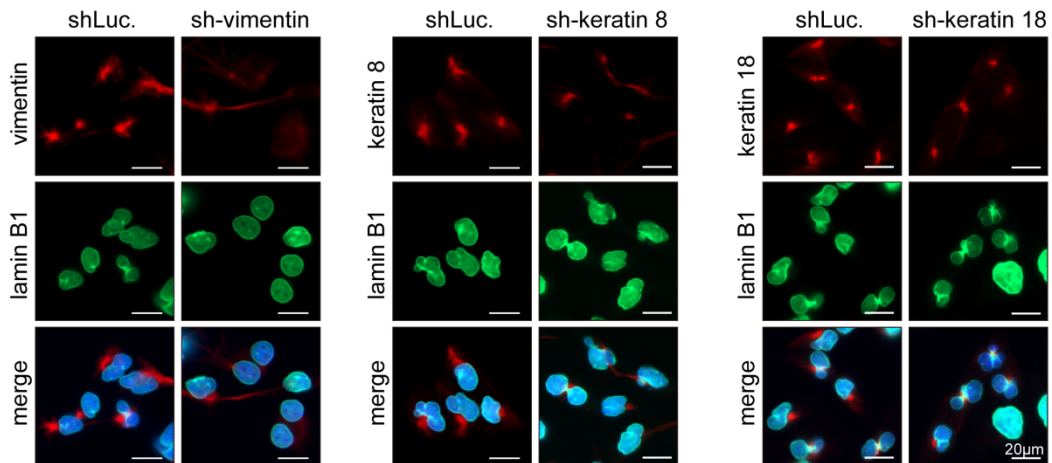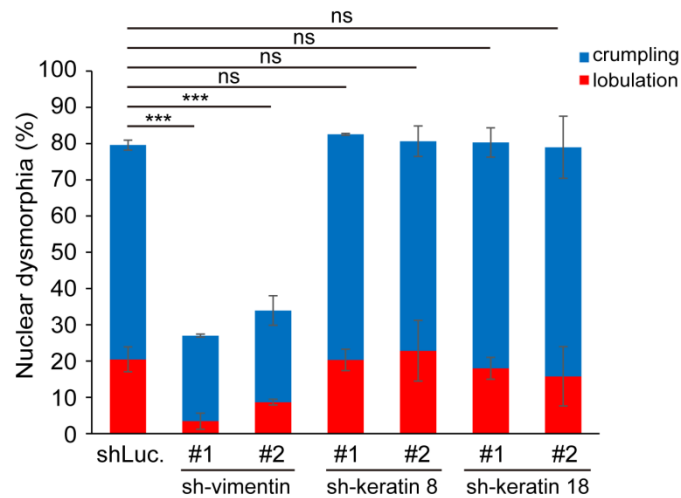

**Figure S3. Depletion of keratin 8 or 18 by the shRNA approach does not affect the ratio of nuclear dysmorphia in MDA-MB-231 cells.** (A) MDA-MB-231 cells were infected with the lentiviruses encoding shRNAs specific to vimentin (sh-vimentin), keratin 8 (sh-keratin 8), keratin 18 (sh-keratin 18), or luciferase (shLuc) as the control. An equal amount of whole cell lysates was analyzed by immunoblotting with the antibodies as indicated. The level of vimentin, keratin 8 and keratin 18 were measured by immunoblotting and expressed as -fold relative to the level of the shLuc control. (B) The cells as described in A were stained for vimentin (red), keratin 8/ keratin 18 (red), lamin B1 (green), and DNA (blue). Representative images are shown. Scale bars, 20  $\mu$ m. The percentage of the cells with nuclear dysmorphia was measured ( $n \geq 315$ ). Values (means  $\pm$  SD) were from three independent experiments. \*\*\* $P < 0.001$ .

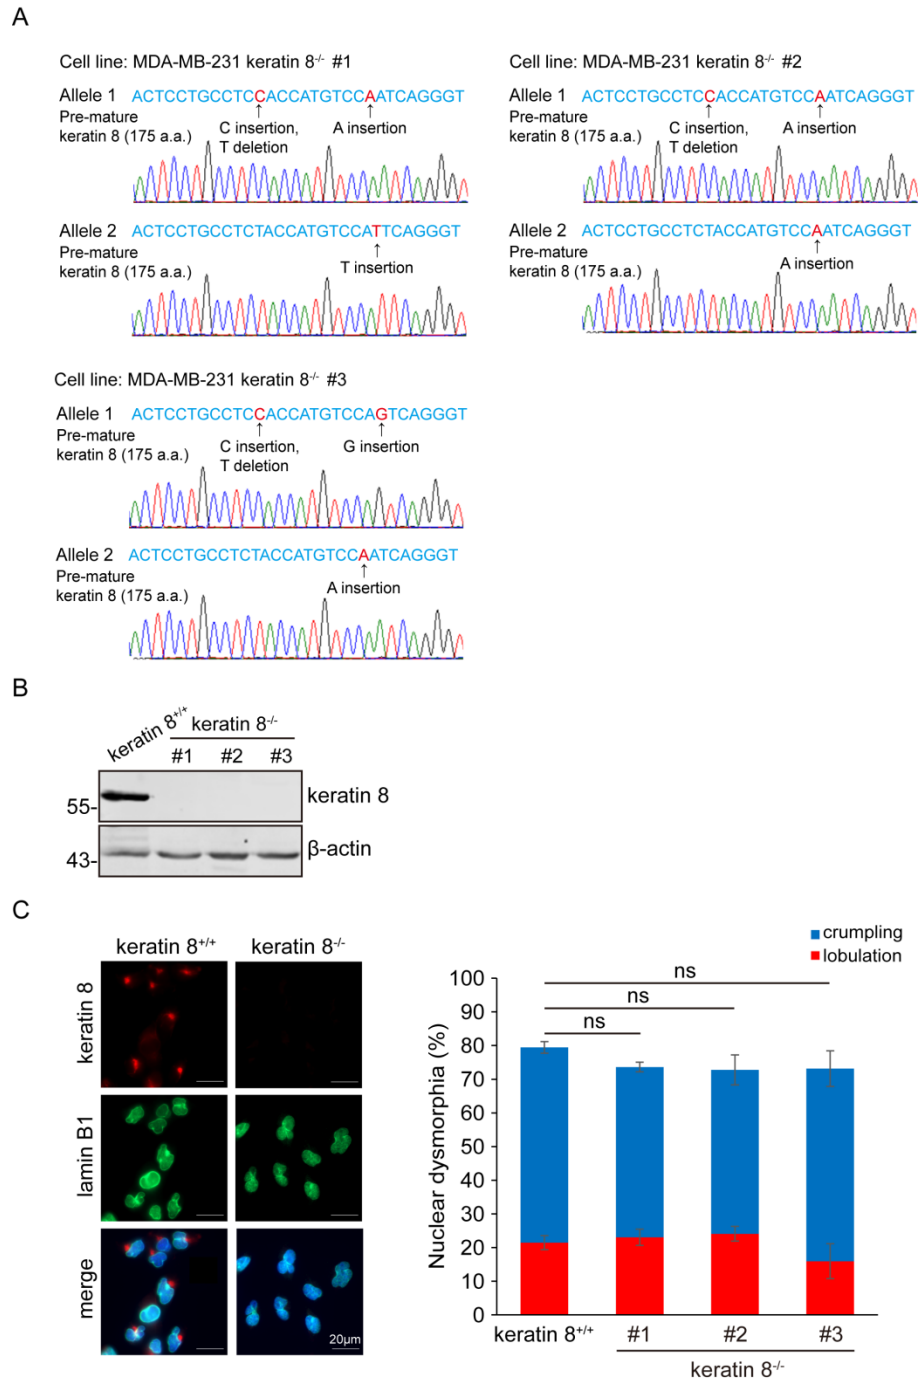

**Figure S4. Keratin 8 gene knockout by the CRISPR/Cas9 does not affect the ratio of nuclear dysmorphia in MDA-MB-231 cells.** (A) Keratin 8 gene was edited in MDA-MB-231 cells using the CRISPR/Cas9 system. Three keratin 8-deficient cell clones (keratin 8<sup>-/-</sup> #1, #2, and #3) were established. The target site of keratin 8 gRNA was analyzed by genotyping. The edited sequences are shown in red. (B) An equal amount of whole cell lysates was analyzed by immunoblotting with antibodies as indicated. (C) MDA-MB-231 keratin 8<sup>+/+</sup> and keratin 8<sup>-/-</sup> cells were stained for keratin 8 (red), lamin B1 (green), and DNA (blue). Scale bars, 20 μm. The percentage of the cells with a crumpled or lobulated nucleus was measured (n ≥ 303). Values (means ± SD) were from three independent experiments.

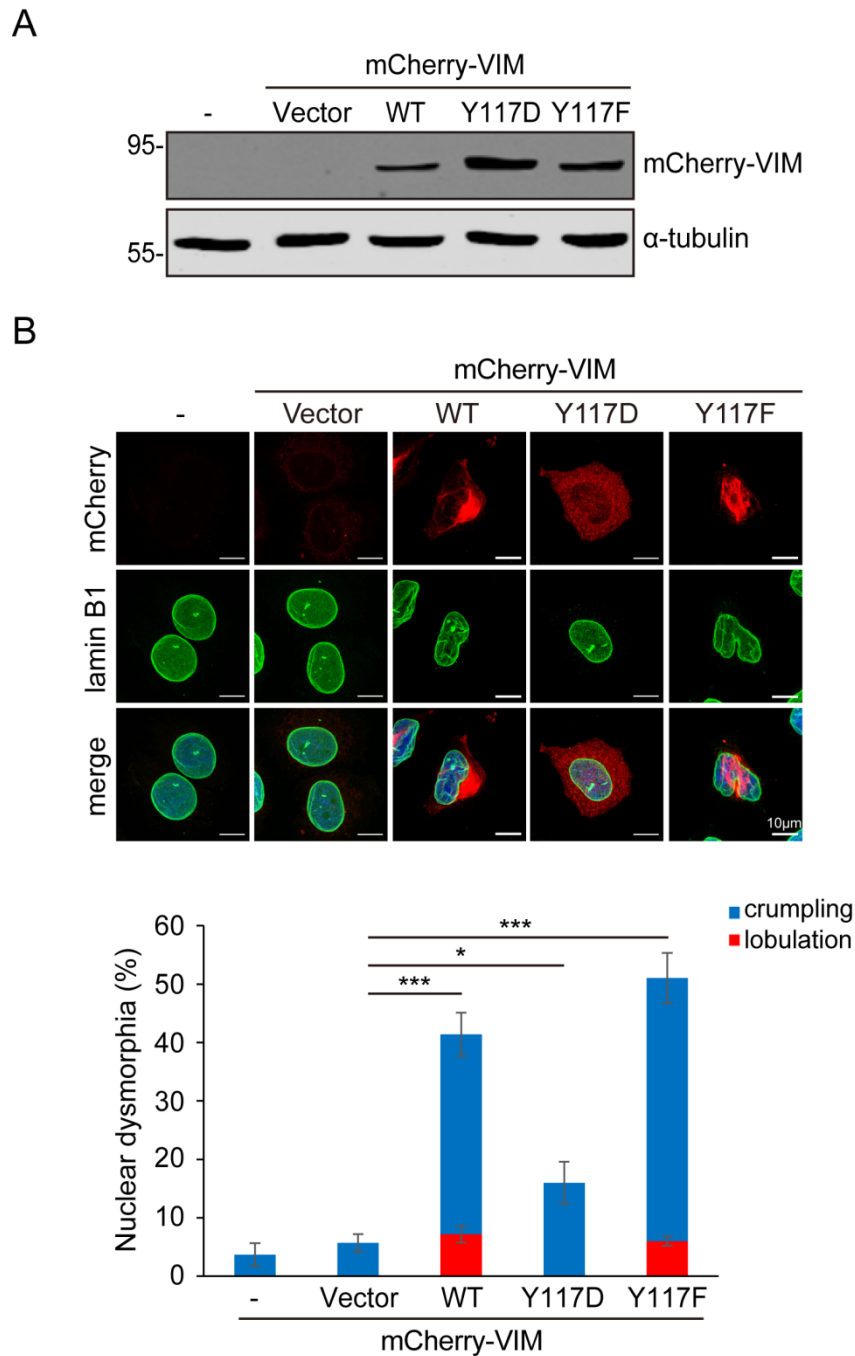

**Figure S5. The assembly of vimentin is necessary for inducing nuclear dysmorphia in MCF7 cells.** (A) MCF7 cells were transiently transfected with the plasmids encoding mCherry (vector), mCherry-vimentin or the Y117 mutants. An equal amount of whole cell lysates was analyzed by immunoblotting with antibodies as indicated. (B) The cells as described in A were stained for mCherry (red), lamin B1 (green), and DNA (blue). Scale bars, 10  $\mu$ m. The percentage of the mCherry-positive cells with a crumpled or lobulated nucleus was measured ( $n \geq 314$ ). Values (means  $\pm$  SD) were from three independent experiments. \* $P < 0.05$ , \*\*\* $P < 0.001$ .

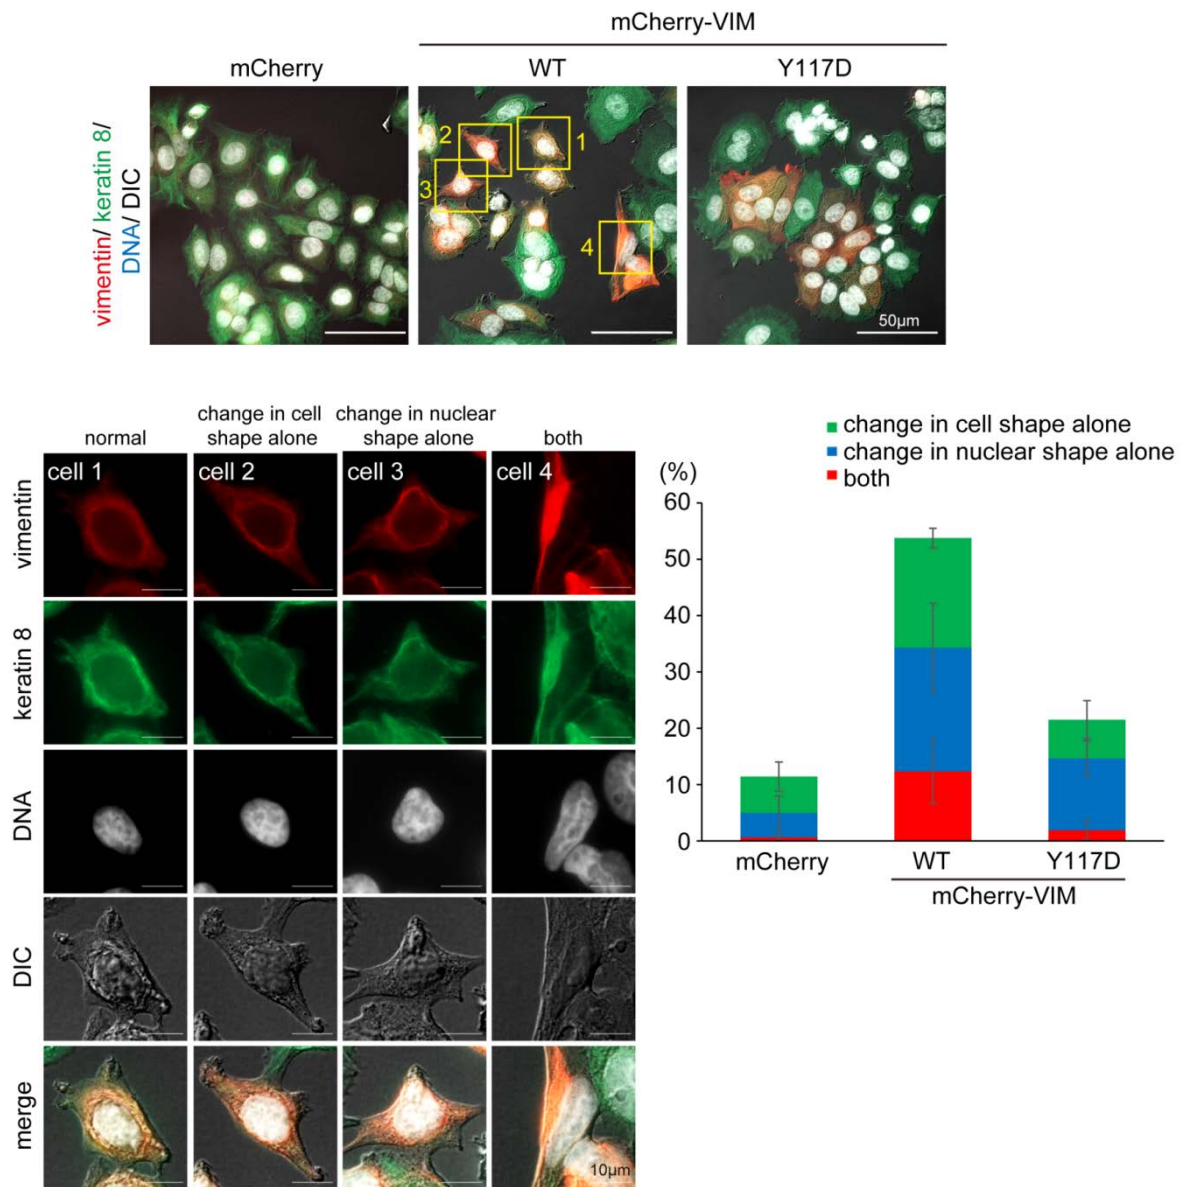

**Figure S6. The ectopic expression of vimentin induces changes in cell morphology and nuclear shape in MCF7 cells.** MCF7 cells were transiently transfected with the plasmids encoding mCherry (vector), mCherry-vimentin or the Y117D mutant. The cells were stained with antibodies specific to vimentin (red) or keratin 8 (green) and DAPI for DNA (blue). Scale bars, 50  $\mu$ m. The insets show representative images of the cells with normal cell and nuclear shapes and those with changes in cell shape alone, nuclear shape alone, or both. Scale bars, 10  $\mu$ m. The cells with the long axis of the cell length  $\geq 2.5$ -fold of the short axis were considered as change in cell shape. Values (means  $\pm$  SD) were from three independent experiments ( $n \geq 267$ ).

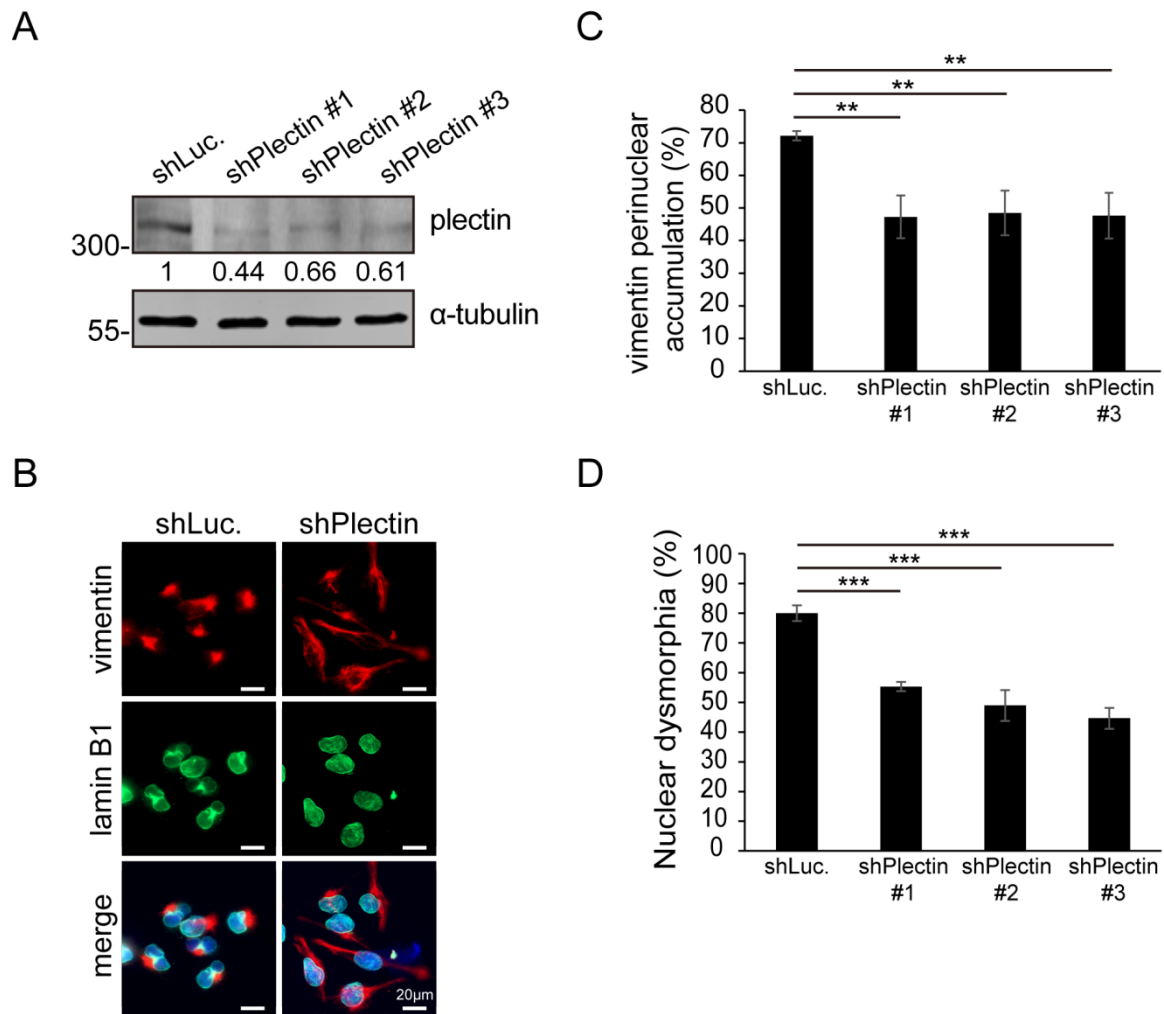

**Figure S7. Depletion of plectin by the shRNA approach partially restores the nuclear shape of MDA-MB-231 cells.** (A) MDA-MB-231 cells were infected with the lentiviruses encoding shRNAs specific to plectin (shPlectin) or luciferase (shLuc) as the control. An equal amount of whole cell lysates was analyzed by immunoblotting with the antibodies as indicated. The level of plectin was measured and expressed as -fold relative to the level of the shLuc control. (B) The cells as described in A were stained for vimentin (red), lamin B1 (green), and DNA (blue). Representative images are shown. Scale bars, 20  $\mu$ m. (C) The percentage of the cells with a perinuclear accumulation of vimentin was measured ( $n \geq 316$ ). The distribution of vimentin within a 25 x 25  $\mu$ m perinuclear area is defined as perinuclear accumulation. (D) The percentage of the cells with nuclear dysmorphia was measured ( $n \geq 209$ ). In C and D, values (means  $\pm$  SD) were from three independent experiments. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

Cell line: MDA-MB-231 Plectin<sup>-/-</sup>

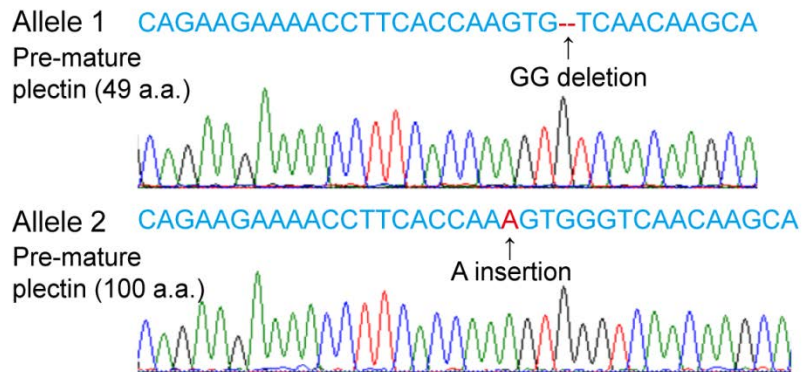

**Figure S8. Genotyping for MDA-MB-231 Plectin<sup>-/-</sup> cells.** Plectin gene was edited in MDA-MB-231 cells using the CRISPR/Cas9 system. A plectin-deficient cell clone (Plectin<sup>-/-</sup>) were established. The target site of plectin gRNA was analyzed by genotyping. The edited sequences are shown in red.

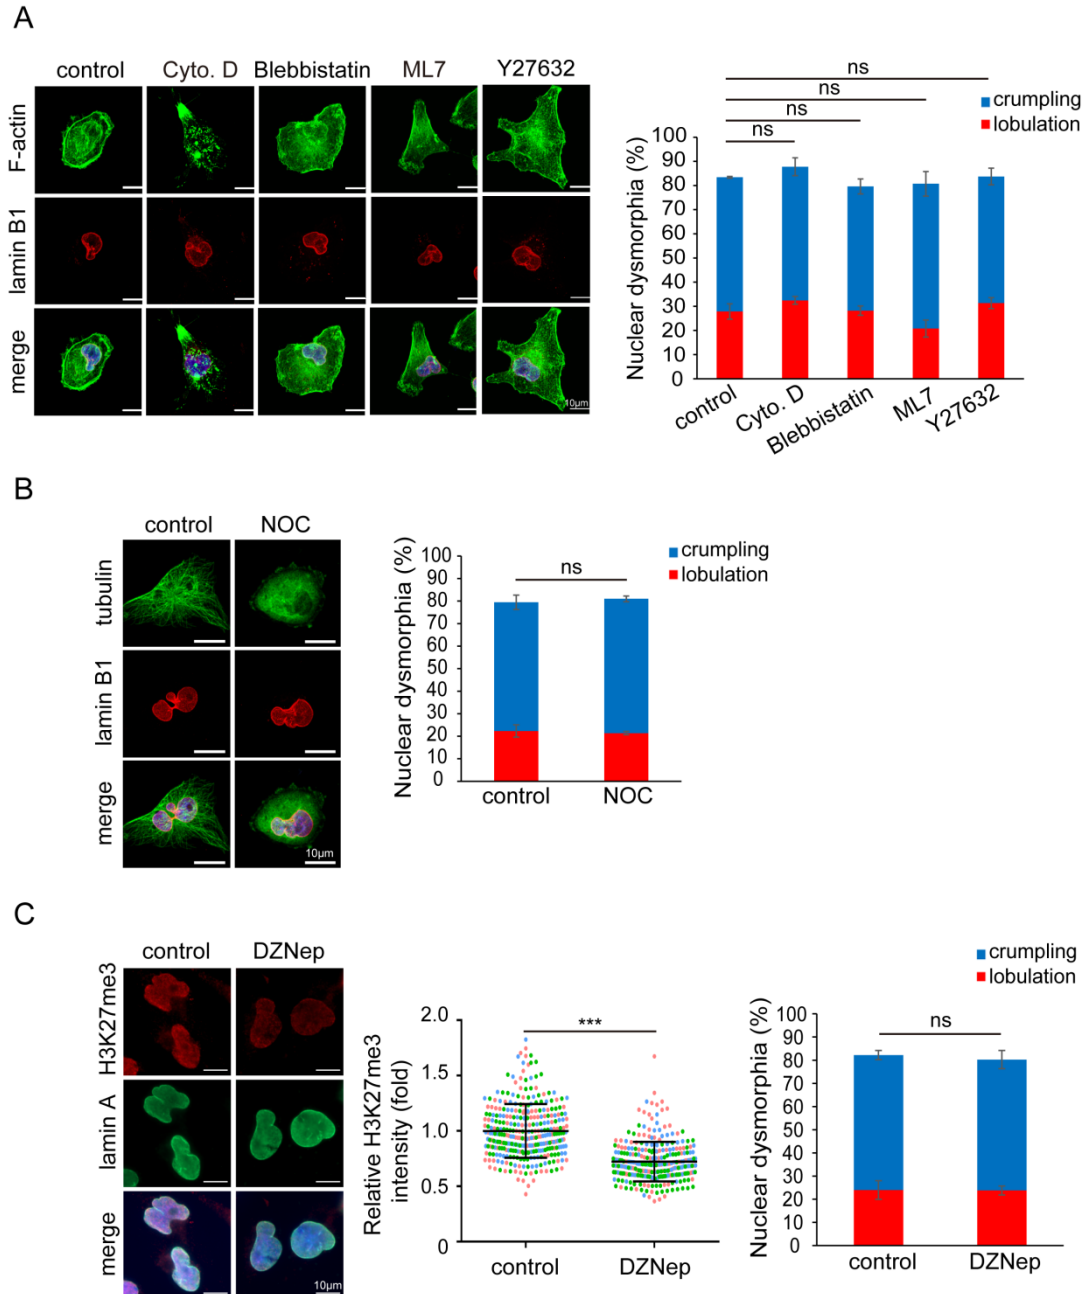

**Figure S9. F-actin, microtubule, or heterochromatin is not involved in nuclear dysmorphia of MDA-MB-231 cells.** (A) MDA-MB-231 cells were treated with Cyto. D (150 nM), blebbistatin (25  $\mu$ M), ML7 (50  $\mu$ M), or Y27632 (50  $\mu$ M) for 4 h and stained for F-actin (green), lamin B1 (red), and DNA (blue). Scale bars, 10  $\mu$ m. The percentage of the cells with a crumpled or lobulated nucleus was measured ( $n \geq 344$ ). (B) MDA-MB-231 cells were treated with nocodazole (10  $\mu$ M) for 1 h and stained for  $\alpha$ -tubulin (green), lamin B1 (red), and DNA (blue). Scale bars, 10  $\mu$ m. The percentage of the cells with a crumpled or lobulated nucleus was measured ( $n \geq 300$ ). (C) MDA-MB-231 cells were treated with DZNep (5  $\mu$ M) for 24 h and stained for H3K27me3 (red), lamin A (green), and DNA (blue). Scale bars, 10  $\mu$ m. The fluorescence intensity of H3K27me3 was measured ( $n \geq 316$ ) and expressed as -fold relative to the control. The percentage of the cells with a crumpled or lobulated nucleus was measured ( $n \geq 331$ ). Values (means  $\pm$  SD) were from three independent experiments. \*\*\* $P < 0.001$ .

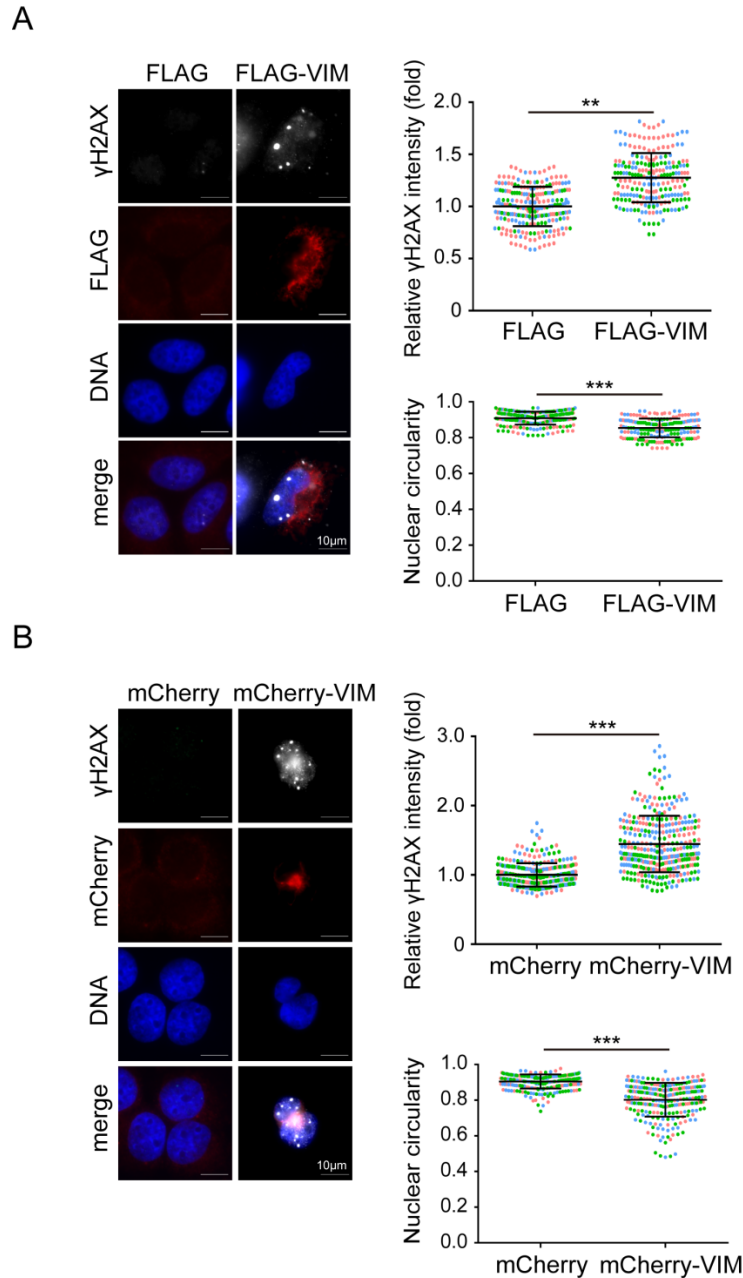

**Figure S10. DNA damage is increased in the dysmorphic nucleus induced by ectopically expressed vimentin in MCF7 cells.** (A) MCF7 cells were transiently transfected with the plasmid encoding FLAG-vimentin or the control vector for 24 h. The cells were stained for  $\gamma$ H2AX (white), FLAG-vimentin (red), and DNA (blue). Scale bars, 10  $\mu$ m. The fluorescence intensity of  $\gamma$ H2AX in the transfection-positive cells was measured ( $n \geq 123$ ) and expressed as -fold relative to the control. The nuclear circularity of the cells was determined ( $n \geq 232$ ). (B) MCF7 cells were transiently transfected with the plasmid encoding mCherry-vimentin or the control vector for 24 h. The cells were stained for  $\gamma$ H2AX (white), mCherry-vimentin (red), and DNA (blue). Scale bars, 10  $\mu$ m. The fluorescence intensity of  $\gamma$ H2AX in the transfection-positive cells was measured ( $n \geq 324$ ) and expressed as -fold relative to the control. The nuclear circularity of the cells was determined ( $n \geq 324$ ). Values (means  $\pm$  SD) were from three independent experiments. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

A

| MDA-MB-231 VIM <sup>+/+</sup> vs VIM <sup>-/-</sup> (RNA sequencing) |         |              |             |
|----------------------------------------------------------------------|---------|--------------|-------------|
| No significance                                                      |         | significance | P value     |
| DCLRE1A                                                              | PMS2P4  | XRCC5        | 0.000721206 |
| DCLRE1C                                                              | PMS2P5  | DCLRE1B      | 0.006760697 |
| ERCC1                                                                | RAD23A  |              |             |
| ERCC2                                                                | RAD23B  |              |             |
| ERCC4                                                                | RAD50   |              |             |
| ERCC5                                                                | RAD52   |              |             |
| ERCC6L                                                               | SFR1    |              |             |
| ERCC6L2                                                              | SPIDR   |              |             |
| ERCC8                                                                | SWI5    |              |             |
| MCM8                                                                 | TONSL   |              |             |
| MCM9                                                                 | TREX2   |              |             |
| MMS22L                                                               | XRCC1   |              |             |
| MRE11A                                                               | XRCC2   |              |             |
| PMS1                                                                 | XRCC3   |              |             |
| PMS2                                                                 | XRCC4   |              |             |
| PMS2P10                                                              | XRCC6   |              |             |
| PMS2P2                                                               | XRCC6P2 |              |             |
| PMS2P3                                                               |         |              |             |

B

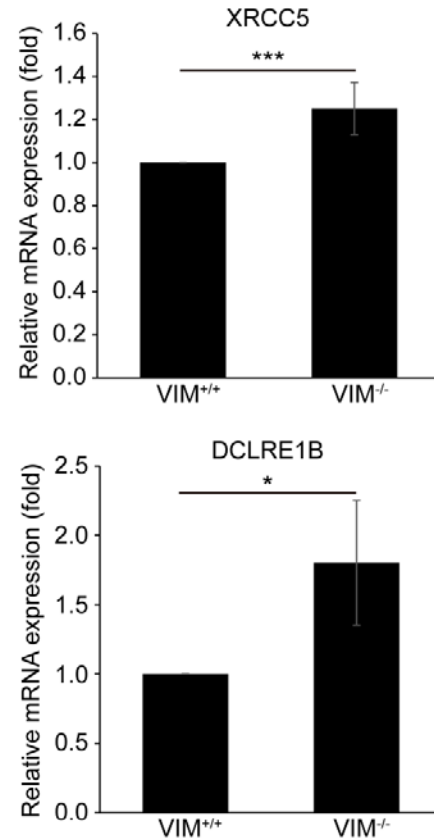

**Figure S11. Vimentin gene knockout increases the expression of the DNA repair protein gene XRCC5 and DCLRE1B in MDA-MB-231 cells.** (A) RNA-sequencing analysis was performed for MDA-MB-231 VIM<sup>+/+</sup> and VIM<sup>-/-</sup> cells. The transcripts of DNA repair genes were compared between VIM<sup>+/+</sup> and VIM<sup>-/-</sup> cells, among which XRCC5 and DCLRE1B were found to be statistically significant. (B) The mRNA levels of XRCC5 and DCLRE1B from MDA-MB-231 VIM<sup>+/+</sup> and VIM<sup>-/-</sup> cells were measured by quantitative real-time PCR and expressed as -fold relative to the MDA-MB-231 VIM<sup>+/+</sup> cells. Values (mean  $\pm$  SD) were from three independent experiments. \*P < 0.05 and \*\*\*P < 0.001.

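Fig. S11A lists 37 DNA repair genes, of which 33 had enough counts to be tested. Of these, 22 had a higher and 11 a lower mean in VIM-/- than in VIM+/+ cells. None passed an adjusted p of 0.05 over all genes tested, with edgeR or with DESeq2, and none passed when adjusted over the list alone. At an unadjusted p under 0.05, edgeR gave 2 genes, XRCC5 and PMS2P4, and DESeq2 gave 1, PMS2P4. With the replicate block, 2 genes passed an adjusted p of 0.05, PMS2P4 and XRCC2. PMS2P4 is a pseudogene of the mismatch repair gene PMS2 that may share reads with its parent and sister copies, and 25.0% of its exonic bases overlap STAG3L4 on the opposite strand. Its normalized count was 52.4 ± 6.32 (SD, n = 3) in VIM+/+ cells and 25.8 ± 10.1 (SD, n = 3) in VIM-/- cells. The log2 fold change of PMS2P4 was -1.04 (standard error 0.354, unadjusted p = 0.0181, adjusted p = 0.145, or 0.0223 with the block, edgeR). PMS2P4 lies in a part of chromosome 7 (60 to 80 Mb). The 73 genes there with a mean normalized count of at least 50 had a median log2 fold change of -0.39, with 65 of them lower. PMS2P4 itself is below that count. XRCC2, which acts in homologous recombination, had a normalized count of 1039 ± 336 (SD, n = 3) in VIM+/+ cells and 1635 ± 816 (SD, n = 3) in VIM-/- cells. Its log2 fold change was 0.65 (standard error 0.418, adjusted p = 0.471, or 0.0385 with the block, edgeR), and it depends on single libraries, with 0.98 without VIM-/- replicate 1, 0.33 without VIM-/- replicate 2 and 0.43 without VIM+/+ replicate 1. The 4 genes not tested, PMS2P10, PMS2P2, TREX2 and XRCC6P2, had between 6 and 31 counts summed over the libraries of a group. As a set, the listed genes showed no detectable common shift against other genes (camera, adjusted p = 0.475, or 0.801 with an estimated correlation). Nor did fry's mixed test, for changes in both directions, call them (adjusted p = 0.555). Without VIM-/- replicate 1, 4 of the genes passed an adjusted p of 0.05, among them PMS2P4 (0.0289) and XRCC2 (0.0200), and without any 1 of the other libraries none did.

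**Figure D4:**
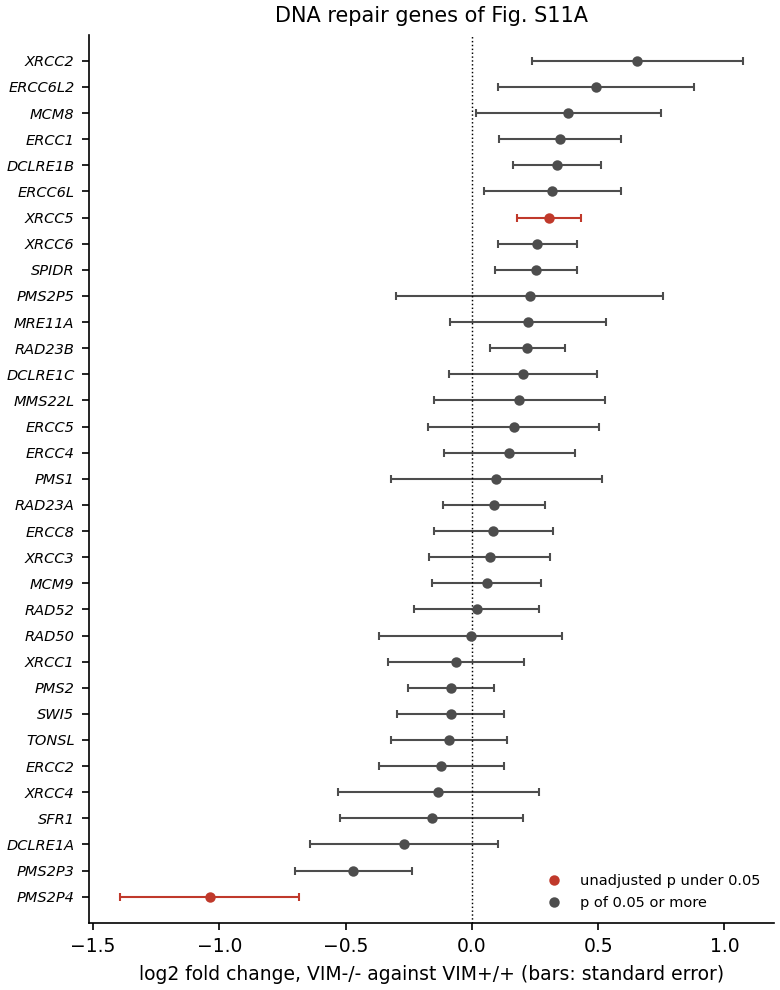
Log2 fold change of VIM-/- against VIM+/+ cells (horizontal axis) of the 33 tested genes of Fig. S11A, in order of size, with bars of 1 standard error. Red marks the 2 genes with an unadjusted p under 0.05 from edgeR, XRCC5 at 0.31 and PMS2P4 at -1.04.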

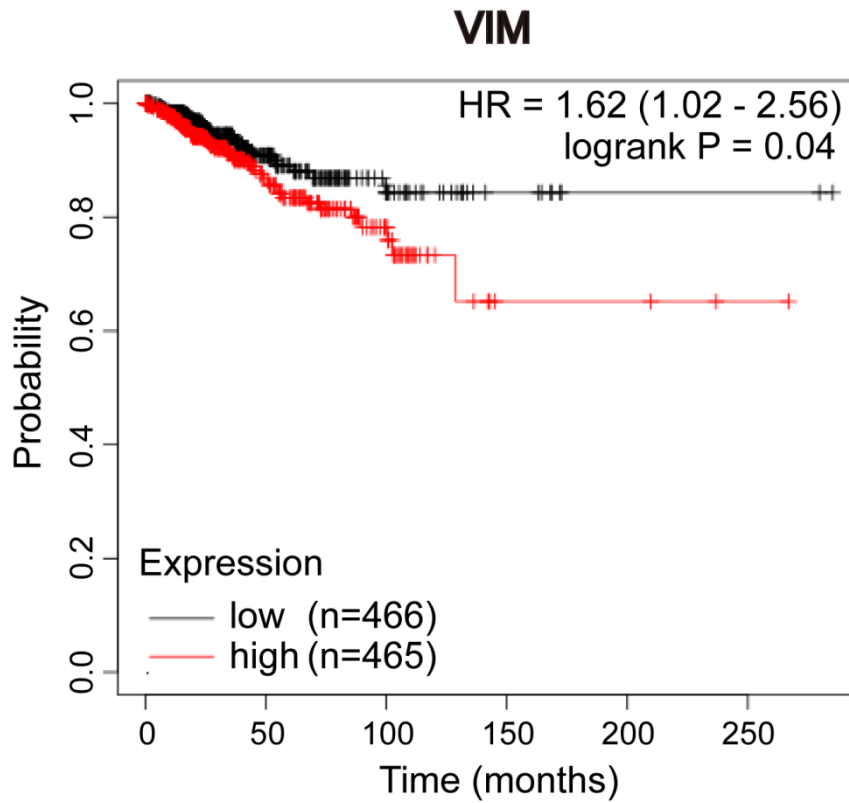

**Figure S12. High expression of vimentin is correlated with a poor recurrence-free survival in breast cancer patients.** The association between the expression level of vimentin and recurrence-free survival of the patients with breast cancer (stage 1-4) was analyzed using the online Kaplan-Meier plotter (<https://kmplot.com/analysis>).

How the deposited data were processed for this re-analysis (not part of the article)

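Gene expression was compared between MDA-MB-231 VIM+/+ cells (3 samples) and VIM-/- cells (3 samples), with conditions and replicate numbers taken from the sample labels. The authors sequenced mRNA libraries as read pairs and deposited raw counts per gene and FPKM values for 58884 genes. For alignment the paper names HISAT2 with NCBI36 (hg18), and the submitters' processing notes name CASAVA, Trimmomatic, HISAT2 and DESeq2, without versions, and GRCh38 (hg38). The counting tool, its annotation and its use of strand are not given in the sources used here. The authors' FPKM values equal their counts divided by a gene length and by the library total, and the lengths recovered in this way were whole numbers within a relative deviation of 6.06e-07. These lengths equal the exon lengths of GENCODE release 29 (GRCh38) for 22922 of 30694 genes, and 58611 of the 58884 gene identifiers are in that release, which gave gene symbols, coordinates, GC content and overlaps. No line of the tables was blank or a summary, and no column of samples was left unused. Library totals ran from 23447744 to 33490563 counts (median 23727001) in VIM+/+ cells and from 21621526 to 28733476 (median 22289494) in VIM-/- cells, so that a gene near the filter rests on few counts and the spread between libraries, not the counting error, limits the precision for XRCC5 (at least 14357 counts in each library) and DCLRE1B (at least 904).

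The main comparison used the raw counts in edgeR 4.0.16 (R 4.3.3), with edgeR's filter on low counts (14823 genes left, holding at least 99.9% of the counts of each library), TMM scaling, the robust quasi-likelihood test with condition as the only factor, and Benjamini-Hochberg adjustment with a threshold of 0.05. Normalized counts are counts divided by the TMM-scaled library total and multiplied by the mean library total. The biological coefficient of variation was 24.5%. Gene lists were tested with camera of limma 3.58.1 on log2 values of the scaled counts (prior count 2, preset correlation 0.01), and again with an estimated correlation and with fry. Camera tests a common shift of a list against all other genes. With an estimated correlation it has few degrees of freedom in 6 samples, and its lowest adjusted p in the main comparison was 0.723. A call lost there therefore does not tell whether correlation between genes produced it. Fry was run for a common direction and, as its mixed test, for changes in both directions. Neither form of fry compares a list with other genes, so a few strongly changed members can give a low p. There were 30 such lists, all written before the data were examined, for DNA repair and damage signalling, the nuclear lamina, intermediate filaments, mesenchymal and epithelial genes, actomyosin, cell cycle, p53 targets, interferon, inflammatory, immediate-early and stress genes, hypoxia, cholesterol synthesis, histones, mitochondrial, ribosomal and reference genes, and markers of other cell types. The genes named in the text follow a rule that was also fixed before: every gene of Fig. S11A and every other gene the paper names, the 10 highest and 10 lowest log2 fold changes among genes past the threshold with a mean normalized count of at least 50 and no overlap between groups, and the 2 highest and 2 lowest members past the threshold of each list. The values in the paper's own table had been seen when the rule was written. Folds of genes with 0 counts in a group were computed against a floor of 3 counts over the group, and ratios with 1 to 3 counts have 95% binomial intervals. Such floors and intervals cover counting error only.

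Same-numbered libraries deviated together from their group means, with correlations of 0.530, 0.538 and 0.137 across genes for replicates 1, 2 and 3, each over 0.1. VIM+/+ replicate 2 and VIM-/- replicate 3 also gave 0.149, so that the evidence is weak for replicate 3. The deviations also follow each library's trend on GC content. Its Spearman coefficients in VIM+/+ and VIM-/- were 0.528 and 0.847 for replicate 1, -0.673 and -0.845 for replicate 2, and 0.331 and -0.420 for replicate 3. With few ways to match 3 libraries to 3, these correlations cannot establish a pairing. The numbers were taken to pair the samples on this evidence and not on a statement in the paper. The fit with the replicate number as a block (coefficient of variation 17.2%) is given where it changed a call. The blocked fit took its spread mostly from all genes together. XRCC2 and SPIDR had blocked standard errors of 0.1998 and 0.1999, against 0.418 and 0.163 without the block. Blocked calls therefore say little on how far a gene's own replicates agree. No libraries were duplicates (chi-square per degree of freedom of at least 17.6 between libraries of a group). The alternatives fixed before the data were examined were DESeq2 1.42.0, DESeq2-type size factors, library totals only, no filter, at least 10 counts in every sample, the replicate block, leaving out each library in turn, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a filter of FPKM of at least 1 in 3 samples or without it, and other thresholds. On the log2(FPKM + pseudocount) scale the fold changes of low genes are understated. Chosen after seeing the data were a correction of each library for its trend on GC content and gene length (natural splines with 5 degrees of freedom, GC content known for 14802 of 14823 genes, 99.9%), this correction with the block, and the block without VIM-/- replicate 1. A scan of windows of 10 Mb with at least 10 genes of mean normalized count of at least 50 compared each window's median log2 fold change with 50000 random gene sets. It called a window at an adjusted p under 0.05 and a shift of at least 0.3. Standard errors of medians over segments or neighbouring genes come from a bootstrap over genes. They treat these genes as independent and leave out the spread between libraries.

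The tests were run on simulated counts with known changes. For this comparison edgeR recovered 18% of genes changed 2-fold and 92% of genes changed 4-fold, with 2 calls among the unchanged of 14561 genes, and DESeq2 recovered 52% and 98%, with 24 calls among the unchanged of 14823. Only 50 genes were changed at each fold, so the adjusted threshold was stricter than in the real data. These shares may understate recovery there. With a planted GC trend, the correction raised edgeR's recovery of genes changed 4-fold from 52% to 90%. A planted list was called and 0 of the other lists were, and 2 of 2 planted windows and 0 others of 287 were called. In that run the genes varied independently and no GC trend was planted. The real libraries have such trends, so the absence of false calls does not carry over to them. The target sequence and the alleles of Fig. S1 were placed on the VIM transcripts with Python 3.11.15. Quantitative PCR, imaging and the other cell lines of the paper were not analysed here.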

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

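The tests on chromosome segments and on the grouping of gene lists were chosen after the result was seen, and that on the grouping of genes before.

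Among genes that the paper does not name, 474 were higher and 589 lower in VIM-/- cells, a signal in data on which the paper does not report. The 10 ways to divide the 6 libraries into 3 and 3 are too few for a share under 0.05. The real division called 1066 genes, as did 1 of the 10, itself, and the highest other called 0, also among the 4 that separate all same-numbered libraries. Of gene lists, the real division called 7 with camera, 7 of the 10 called as many, and the highest other called 11 (8 among those that separate all same-numbered libraries, as the real one does).

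Transcripts also differed by chromosome segment, a pattern on which the paper does not report. The segments hold some genes that the paper names or lists. In lowered parts lie SMAD2, CDH2 and ROCK1 on chromosome 18, DCLRE1A and SFR1 on chromosome 10, and PMS2P3, PMS2P4 and PMS2P5 on chromosome 7. MMS22L lies in a raised part of chromosome 6. Of 287 windows of 10 Mb, 28 were shifted down and 8 up in VIM-/- cells. The median log2 fold change was -0.75 over chromosome 18 from 40 to 80 Mb (72 genes, 66 of them lower), -0.47 over chromosome 10 from 60 to 140 Mb (304 genes, 279 lower), -0.54 over chromosome 11 from 0 to 20 Mb (131 genes, 120 lower) and 0.79 over chromosome 4 from 170 to 190 Mb (39 genes, 94.9% higher). Over the 979 genes of the lowered windows the median was -0.45, and 128 of these genes passed the threshold as lower, while on chromosome 3 from 90 to 100 Mb only 8 of 15 genes were lower (standard error of the median 0.343). A bias by GC content or gene length is argued against, since after its removal the median was still -0.44. Its standard error, 0.0132, is over genes of windows chosen for a low median and leaves out the spread between libraries. The exception was chromosome 22 from 50 to 60 Mb, where the median went from -0.31 to -0.10. A single library standing apart is also argued against. The medians of VIM-/- replicates 1, 2 and 3 against the VIM+/+ mean were -0.54, -0.42 and -0.45. Before the correction, however, VIM-/- replicate 2 was near 0 on chromosome 3 from 60 to 70 Mb (-0.10) and from 90 to 100 Mb (0.05). So were VIM-/- replicate 2 on chromosome 18 from 20 to 30 Mb (-0.09) and VIM-/- replicate 1 on chromosome 22 (0.08). Of the 28 lowered windows, 20 lay next to another lowered one, against 17 at most in 10000 random placements (permutation p = 1e-04, the smallest these can give). This is what a difference in DNA copies between the clone and the VIM+/+ cells would give, and the VIM-/- clone may have lost copies of these segments. Over the 8 raised windows the medians of VIM-/- replicates 1, 2 and 3 were -0.14, 0.73 and 0.46, and 0.25, 0.39 and 0.32 after the removal of the GC and length trend, which left 0.71 (standard error 0.0571) on chromosome 4 but 0.21, 0.20 and 0.29 in parts of chromosomes 1, 5 and 6, where a bias stays open. A gain in the VIM+/+ cells, or regulation shared by neighbouring genes, stays open, as no DNA data were analysed here, and an effect of the vimentin edit itself cannot be separated from the history of the clone with this design.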

How the results depend on the processing

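VIM was lower under all 18 alternatives (log2 fold change from -4.35 to -4.15) and past the threshold in each. XRCC5 (0.24 to 0.33) and DCLRE1B (0.25 to 0.42) were higher in all 18 and short of an adjusted p of 0.05 in 16. The exceptions, both chosen after seeing the data, were the replicate block with GC and length correction (0.31 for XRCC5, 0.33 for DCLRE1B) and the block without VIM-/- replicate 1 (0.31 and 0.32). Genes higher and lower in VIM-/- cells (474 and 592) numbered 784 and 1038 with no filter, 230 and 350 with at least 10 counts in every sample, 980 and 1639 with the replicate block, 160 and 363 with limma on log2(FPKM + 1), 148 and 311 on log2(FPKM + 0.1), 82 and 116 on log2(FPKM + 1) without a filter, and 1225 and 1637 at an unadjusted p. Leaving out 1 library gave 250 to 1324 and 217 to 1774. Chosen after seeing the data, GC and length correction gave 1389 and 1452, the same with the block 2383 and 2279, and the block without VIM-/- replicate 1 2581 and 2878. DESeq2 called 1493 genes, sharing 1040 with the 1066 of edgeR. Higher genes were 44.5% of the calls, and 30.6% with limma on log2(FPKM + 1) and 32.2% on log2(FPKM + 0.1), but 53.5% without VIM+/+ replicate 1, 51.3% without VIM+/+ replicate 3, 53.4% without VIM-/- replicate 3 and 51.1% with the block and GC and length correction, so which direction has more genes is not settled. Without a filter the added genes were low ones, and with at least 10 counts in every sample fewer genes were tested (13179). The cause of the other shifts was not tested. Fig. S11A genes with an adjusted p under 0.05 (0) numbered 2 with the block, 0 to 4 leaving out 1 library (4 without VIM-/- replicate 1), 1 with GC and length correction, 10 with this and the block, and 13 with the block without VIM-/- replicate 1, and at an unadjusted p 2 with edgeR and 1 with DESeq2. Gene lists called (7) numbered 4 with DESeq2, 3 to 10 leaving out 1 library (3 without VIM+/+ replicate 2), 0 with an estimated correlation and 1 with fry. The epithelial and the histone list were called under all 18 fits tried as alternatives. Of 112 other genes named by the rule, 62 passed the threshold and none of these changed direction in 1034 alternative values, 164 of which fell short of the threshold. The 50 that did not pass changed direction in 79 of 892 values. Among those named here, MMS22L ran from -0.0655 without VIM-/- replicate 2 to 0.469 without VIM+/+ replicate 2, and LMNA from -0.0747 without VIM-/- replicate 1 (-0.0308 with the block as well) to 0.439 without VIM-/- replicate 2. Beyond the calls given with their blocked values, the block changed no other call among the results reported. Depth was alike in both groups, and low genes such as PMS2P4 (239 counts in all) are limited by it.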

Differences from the paper's values

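The paper's p for XRCC5 is 0.000721206, and that from edgeR here is 0.0407 before adjustment. Under the 15 alternatives fixed before the data were examined that give a value, including DESeq2 (p = 0.0727), it ran from 0.0164 to 0.157 and none came within 1.5 times the paper's value. Alternatives chosen after seeing the values gave 0.0134 with GC and length correction, 0.00523 with this and the replicate block, and 0.00116 with the block without VIM-/- replicate 1. The paper does not say whether its p is adjusted.

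The paper's p for DCLRE1B is 0.006760697, and that from edgeR here is 0.0845. Under the alternatives fixed before, it ran from 0.0357 (without VIM-/- replicate 2) to 0.261, with 0.0855 from DESeq2, and none came within 1.5 times the paper's value. The replicate block with GC and length correction, chosen after seeing the values, gave 0.00463, which does. It keeps both genes the paper calls, but it calls 14 genes of Fig. S11A at an unadjusted p under 0.05 and 10 at an adjusted one, where the paper lists 2. GC and length correction alone gave 0.0141, and the block without VIM-/- replicate 1 gave 0.0135, both also chosen after seeing the values.

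The paper lists XRCC5 and DCLRE1B as the significant genes of Fig. S11A, with a threshold not named for this panel. At an unadjusted p under 0.05 edgeR also gave 2 genes, but these were XRCC5 and PMS2P4. At that threshold DCLRE1B passed without VIM-/- replicate 2 and under the 3 alternatives chosen after seeing the values. XRCC5 passed in the main comparison (0.0407), with DESeq2-type size factors (0.0425), with at least 10 counts in every sample (0.0451), without VIM-/- replicate 1 (0.0164) and under those 3. At an adjusted p under 0.05 both genes passed with the replicate block and GC and length correction (0.0215 and 0.0196) and with the block without VIM-/- replicate 1 (0.00581 and 0.0405), both chosen after seeing the values. The direction of both genes, higher in VIM-/- cells, is the paper's under every alternative.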

Other observations

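All tests of explanations below were chosen after the result was seen, except those on the neighbours of XRCC5 and DCLRE1B.

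Some genes had counts almost only in VIM+/+ cells or almost only in VIM-/- cells. Of the genes named by the rule, 8 had at most 3 counts over the VIM+/+ libraries and were higher in VIM-/- cells, and 7 had at most 3 over the VIM-/- libraries and were lower. CDH11, a cadherin of mesenchymal cells, had 1995 counts over the VIM+/+ libraries and 0 over the VIM-/- libraries, at least 599-fold lower against a floor of 3 counts over the group. SLAMF7, a receptor best known from lymphocytes, went from 366 to 0 counts (at least 110-fold lower), SELENBP1, a selenium-binding protein, from 328 to 0 (at least 98.5-fold lower), and AGR2, a disulfide isomerase of secretory cells, from 170 to 0 (at least 51.0-fold lower). CDH13, a cadherin anchored in the membrane by a lipid, went from 0 to 372 (at least 138-fold higher), OLFML1, a secreted protein of the olfactomedin type, from 3 to 1226 (ratio 454, 95% counting interval 155 to 2204) and AMPH, amphiphysin of synaptic endocytosis, from 2 to 761 (ratio 423, interval 117 to 3495). COL1A2, a chain of type I collagen, had 637 and 1 counts, a ratio of 574 (95% counting interval 103 to 22694). Of 33 tested mesenchymal genes, 4 rose and 3 fell (12 and 7 with the replicate block). No common shift of the list against other genes was detected (camera, adjusted p = 0.424). Fry's mixed test, for changes in both directions, called the list (adjusted p = 5.67e-05) but does not compare it with other genes. The matrix proteins SPARC (log2 fold change 4.78, standard error 0.435, adjusted p = 0.000715) and TNC (4.67, standard error 0.317, adjusted p = 0.000292) rose. Of 26 epithelial genes, 1 rose and 6 fell (1 and 14 with the block), and CDH1, which encodes E-cadherin, fell from 192 to 4 counts (log2 fold change -5.19, adjusted p = 0.00496), ESRP2, a splicing factor of epithelial cells, by -3.12 (adjusted p = 0.000671). The epithelial list was lower than other genes (camera, adjusted p = 0.00111), but with an estimated correlation its adjusted p = 0.723. Of 18 intermediate filament genes, 2 rose and 3 fell (3 and 7 with the block), the 3 being VIM, the simple epithelial keratin KRT7 (-2.32, adjusted p = 0.00257) and GFAP, the filament protein of astrocytes (-2.06, adjusted p = 0.00136). All adjusted p in this part are from edgeR unless camera or fry is named.

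Some interferon-stimulated genes and histone genes fell in VIM-/- cells, and most of those tested did not pass. Of 42 genes of the cGAS-STING and interferon response, 1 rose and 6 fell (3 and 17 with the replicate block), with IFI27 at -4.25 (standard error 0.381, adjusted p = 0.000671) and the antiviral RSAD2 at -4.44 (standard error 0.581, adjusted p = 0.00319), and with IFI44L against them at 2.80 (adjusted p = 0.00894). The list's adjusted p was 0.0250 with camera and 0.801 with an estimated correlation. Of 24 replication-dependent histone genes on the list, only 11 had enough counts in these mRNA libraries to be tested, so the result covers a part of them. Of these 11, 0 rose and 5 fell (0 and 6 with the block), with HIST1H1C at -1.84 (adjusted p = 0.00112) and HIST1H2AC at -1.70 (adjusted p = 0.00795). Both lie on chromosome 6 between 20 and 30 Mb, where 43 of 54 genes were lower in mean with a median log2 fold change of -0.27, short of the shift asked of a window. Their list had an adjusted p of 8.74e-05 with camera, 0.723 with an estimated correlation and 0.0186 with fry, which does not compare it with other genes. Camera also called the immediate-early and heat shock genes as higher (adjusted p = 0.0276, and 0.801 with an estimated correlation, 2 of 24 rose, 9 rose and 1 fell with the block), with JUN at 0.79 and FOSL1 at 0.61, both subunits of AP-1, and without any 1 of VIM+/+ replicates 1, 2 and 3 or VIM-/- replicate 3 neither passed (adjusted p from 0.108 to 0.172). The G1/S and replication genes (adjusted p = 0.0233, and 0.801 with an estimated correlation) and the ribosomal protein genes (adjusted p = 0.0453, 0.0865 with the block and 0.801 with an estimated correlation) were called as higher with none of their 44 and 75 genes past the threshold (3 higher and 1 lower, and 0 higher and 1 lower, with the block). Markers typical of lung cancer cells were called as higher (adjusted p = 0.0276, and 0.801 with an estimated correlation, 3 of 6 rose, 4 rose and 2 fell with the block), among them the aldo-keto reductases AKR1C1 (3.76) and AKR1C2 (4.19), detoxifying enzymes with near-identical copies that may share reads. Without VIM-/- replicate 1, camera did not call the interferon (adjusted p = 0.154), immediate-early (0.507), lung (0.242) and ribosomal (0.507) lists. Without VIM+/+ replicate 2 it did not call the G1/S (0.0534), immediate-early (0.160), lung (0.0534) and ribosomal (0.389) lists, without VIM+/+ replicate 1 the G1/S (0.0777) and ribosomal (0.0986) lists, and without VIM+/+ replicate 3 the immediate-early list (0.0548). With DESeq2 it did not call the immediate-early (0.0531), lung (0.155) and ribosomal (0.0740) lists, and over all alternatives it called the lung list in 7 of 16 and the ribosomal list in 8 of 18. With camera and the preset correlation, 7 of the 10 divisions of the libraries called at least as many lists, so these list calls may come from the spread between libraries.

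The other 15 lists had adjusted p from 0.0731 to 0.981 with camera. Besides the mesenchymal and intermediate filament lists these were the nuclear lamina (1 of 26 rose and 1 fell), actomyosin and focal adhesion (2 and 2 of 40, 2 and 4 with the replicate block), G2/M (0 and 0 of 46, adjusted p = 0.0731), p53 targets (1 and 2 of 32, block 2 and 5), inflammatory genes (1 and 0 of 23, block 5 and 3), the unfolded protein and integrated stress response (2 and 0 of 28, block 10 and 3, adjusted p = 0.147, and 0.0319 with the block), hypoxia and glycolysis (2 and 0 of 34, block 5 and 3), cholesterol synthesis (0 and 0 of 25, block 0 and 6), mitochondrially encoded genes (0 and 0 of 13), luminal breast markers (1 and 2 of 14, block 3 and 4), leukocyte markers (1 and 0 of 5, block 2 and 1), fibroblast and endothelial markers (2 and 1 of 6, block 3 and 1) and reference genes (1 and 0 of 14, block 1 and 1). Camera called the inflammatory genes without VIM+/+ replicate 1 (adjusted p = 0.0349) or VIM-/- replicate 2 (0.00127), the stress response without VIM+/+ replicate 1 (0.0254), VIM-/- replicate 2 (0.0130) or VIM-/- replicate 3 (0.0214), hypoxia without VIM-/- replicate 3 (0.0473), and G2/M (0.00265) and cholesterol synthesis (0.00212) without VIM-/- replicate 1, and G2/M also with limma on log2(FPKM + 1) (0.0366, and 0.00687 without a filter) and on log2(FPKM + 0.1) (0.0409). With an estimated correlation all of these calls were lost (adjusted p from 0.833 to 0.929), as was that of the stress response with the block (adjusted p = 0.758). In that form camera called no list under any alternative (lowest adjusted p = 0.308), so these losses carry little weight. Camera asks for a common shift. Fry's mixed test, for changes in both directions, gave low adjusted p for the mesenchymal (5.67e-05), intermediate filament (1.11e-04), luminal (9.71e-05), fibroblast and endothelial (9.71e-05) and leukocyte (9.93e-04) lists. The others of the 15 stood at 0.0937 or more. Fry does not compare a list with other genes, many of which changed too. A few strong members can give a low value, as in the leukocyte list, where 1 of 5 genes passed the threshold.

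Of 22 genes that the paper names outside Fig. S11A, 3 fell, VIM, CDH1 and SMAD2 (-0.76, adjusted p = 0.0477, and from 0.153 to 0.181 without any 1 of VIM+/+ replicates 1, 2 and 3 or VIM-/- replicate 3), and with the replicate block 8 did. SMAD2 lies in the lowered part of chromosome 18, and the 42 tested genes within 10 Mb of it had a median log2 fold change of -0.74, so its value is that of its surroundings. H2AFX, which encodes the histone that becomes γH2AX, was at -0.69 (adjusted p = 0.0877, 0.00222 with the block), KRT8 at -0.76 (0.132, 3.50e-05 with the block), KRT18 at -0.56 (0.252, 0.00479 with the block) and FN1, fibronectin, at -0.88 (0.102, 7.97e-06 with the block), all from edgeR. Without VIM-/- replicate 1 the adjusted p was 0.00753 for H2AFX, 0.00572 for KRT8, 0.0109 for KRT18, 0.00834 for FN1 and 0.0307 for LMNB1, and KRT18 went to -0.85, or to -0.34 without VIM-/- replicate 2. H2AFX was at -0.44 with GC and length correction. LMNB1 was at 0.41 (adjusted p = 0.166) and LMNA at 0.27 (adjusted p = 0.599). MMS22L, which the paper discusses from a report on MCF7 cells that express vimentin, was at 0.19 in MDA-MB-231 cells (standard error 0.339, adjusted p = 0.827), so that no difference was detectable.

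Relative to RPL19, the internal control of the paper's quantitative PCR, XRCC5 was 1.09-fold (exact two-sided permutation test, p = 0.6) and DCLRE1B 1.11-fold (p = 0.4 from the same exact test) as high in VIM-/- as in VIM+/+ libraries, where 0.1 is the smallest p that 3 against 3 allow. These ratios rest on single libraries, since on the log2 scale XRCC5 went from 0.13 to 0.28 without VIM-/- replicate 1 and to -0.00936 without VIM-/- replicate 2, and DCLRE1B from 0.16 to 0.28 without VIM-/- replicate 1 and to 0.0840 without VIM-/- replicate 3.

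The higher mean of XRCC5 and DCLRE1B could come from a gain of DNA around them. The neighbours of XRCC5 had a median log2 fold change of 0.12 and those of DCLRE1B 0.10 (0.124 and 0.0975). These lie below 0.5 of the genes' own changes (0.153 and 0.169) by 0.800 and 1.67 standard errors, too little to decide by that measure. A gain shared by the neighbours that gave the full 0.31 and 0.34 is argued against. It would bring their medians to those values, and their standard errors over genes were 0.0360 and 0.0427. Over all genes placed the median was 0.0415. Against random gene sets the scan called neither gene's window (adjusted p = 0.359 and 0.144). This was compared after the result was seen. A gain of fewer genes, or one giving part of the change, stays open. A bias by GC content or gene length is argued against, since after its removal XRCC5 was at 0.31 and DCLRE1B at 0.34. An effect of vimentin loss stays open, as it was not tested apart from the clone.

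Replicate libraries differed more in VIM-/- than in VIM+/+ cells, with SDs of their deviations from the group mean of 0.463, 0.378 and 0.205 for VIM-/- replicates 1, 2 and 3 and of 0.178, 0.197 and 0.107 for VIM+/+. Depth is argued against, since VIM+/+ replicates 2 and 3 have totals within 10% of that of VIM-/- replicate 1 and less than 0.5 of its SD (0.107 at the lowest), although VIM-/- replicate 2, also of a similar total, stands at 0.378. A GC trend is part of it, since the deviations follow GC content across genes in every library. The absolute Spearman coefficient was at least 0.331, and 0.847 in VIM-/- replicate 1. Removing the trend lowered the SD of VIM-/- replicate 1 from 0.463 to 0.251. A trend fitted to the same deviations lowers it whatever the cause, and whether the trend is technical or biological was not tested. A difference in culture state may add to the spread between libraries. In VIM-/- replicate 1 the cholesterol synthesis genes remained 0.52 and the stress response genes 0.42 above the group mean on the log2 scale after the correction. These lists had the largest deviations of that library in the same data, so that the values are weak evidence for it. Nothing in the sources used here tells whether the libraries were made together.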
